# Caspase-8 mediates inflammation and disease in rodent malaria

**DOI:** 10.1038/s41467-020-18295-x

**Published:** 2020-09-14

**Authors:** Larissa M. N. Pereira, Patrícia A. Assis, Natalia M. de Araújo, Danielle F. Durso, Caroline Junqueira, Marco Antônio Ataíde, Dhelio B. Pereira, Egil Lien, Katherine A. Fitzgerald, Dario S. Zamboni, Douglas T. Golenbock, Ricardo T. Gazzinelli

**Keywords:** Infectious diseases, Inflammation, Parasite host response, Malaria

## Abstract

Earlier studies indicate that either the canonical or non-canonical pathways of inflammasome activation have a limited role on malaria pathogenesis. Here, we report that caspase-8 is a central mediator of systemic inflammation, septic shock in the *Plasmodium chabaudi*-infected mice and the *P*. *berghei*-induced experimental cerebral malaria (ECM). Importantly, our results indicate that the combined deficiencies of caspases-8/1/11 or caspase-8/gasdermin-D (GSDM-D) renders mice impaired to produce both TNFα and IL-1β and highly resistant to lethality in these models, disclosing a complementary, but independent role of caspase-8 and caspases-1/11/GSDM-D in the pathogenesis of malaria. Further, we find that monocytes from malaria patients express active caspases-1, -4 and -8 suggesting that these inflammatory caspases may also play a role in the pathogenesis of human disease.

## Abstract (web summary)

Inflammasome activation plays a role in malaria pathogenesis, but details aren’t well understood. Here, the authors show that caspase-8 is a central mediator of systemic inflammation in rodent malaria and that monocytes from malaria patients express active caspases-1, -4 and -8.

## Introduction

Malaria is a major public health problem in >90 countries, and according to the World Health Organization affects >200 million people and kills over 400,000 children each year. The rupture of parasitized red blood cells (RBCs) release pathogen and danger-associated molecular patterns such as DNA, RNA, hemozoin and glycosylphosphatidylinositol (GPI), and uric acid^1^ that activate Toll-like receptors (TLRs)^2,3^, Nod-like receptors (NLRs)^4–7^, and the cyclic GMP–AMP (cGAS) synthase^8^. The activation of pattern-recognition receptors leads to inflammatory priming and secretion of pyrogenic cytokines, such as interleukin-1β (IL-1β) and tumor necrosis factor-α (TNFα) that are responsible for signs of disease, such as high fever, chills, and rigors. Malaria priming also leads to an exquisite sensitivity to secondary bacterial infection, in particular non-typhoidal salmonellosis, that often associates with severe disease^9–12^. Hence, a better understanding of the mechanisms that arm the innate immune cells to overreact during malaria is critical for the clinical management and prevention of severe disease.

IL-1β processing and release are tightly controlled. After translation, a pro-IL-1β inactive protein is cleaved by caspase-1 that is activated in an inflammasome-dependent process^13^. Inflammasomes are multiprotein complexes assembled by the oligomerization of NLRs and AIM2. The activation of caspase-1 requires an inflammasome assembly that is under the control of two signaling checkpoints. First, TLR signaling leads to enhanced transcription of inflammasome components, pro-caspase-1 and pro-IL-1β genes^14,15^. Then, a second signal triggered by NLRs or AIM2 activation promotes inflammasome assembly^16^. This second signal is induced by many stimuli, including DNA for AIM2, urate crystal, ATP, oxygen reactive, as well as microbial infections that activate NLRP3^16,17^.

When challenged in vitro with hemozoin, monocytes release IL-1β dependent on inflammasome and caspase-1 activation^4,5^. Importantly, it was demonstrated that hemozoin binds to *P*. *falciparum* nucleic acids and traffics into the lysosomal compartment and the cytosol of host cells, where parasite DNA activates TLR9^6^. Furthermore, it was demonstrated that monocytes from febrile malaria patients express high levels of NLRP3, NLRP12, and AIM2 inflammasome specks, as well as active caspase-1^18,19^. While experimental cerebral malaria (ECM) develops in an inflammasome-independent manner, caspase-1 activation mediates hypersensitivity to endotoxin or superinfection with *Salmonella typhimurium*, and this is attenuated in *P*. *chabaudi*-infected NLRP3, NLRP12, or ASC knockout mice^18^.

A noncanonical inflammasome pathway that regulates IL-1β production was also described^20,21^. Caspase-11 in mice and the homolog caspase-4 in humans lead to the processing of pro-IL-1β and promotes the pyroptosis by gasdermin-D (GSDM-D) cleavage, independent of inflammasome activation^22,23^. The N-terminal product of GSDM-D binds to lipid and oligomerizes in cell membranes to form pores^24^. Then, these pores promote Ca^2+^ unbalance, the pyroptosis, and IL-1β release, as a consequence^25,26^. Yet another member of this family of proteases that plays an essential role in programmed cell death, caspase-8, has recently been shown to promote NF-κB activation and induce the synthesis of pro-IL-1β^27–29^. The role of Caspase-8 on IL-1β release seems to be more complex as it is also involved in GSDM-D cleavage^30^. However, their role in malaria pathogenesis has not been addressed.

Here, we demonstrate that in vivo *Plasmodium* infection is sufficient to activate caspases-11 (or caspase-4) and 8, both in *Plasmodium*-infected mice and malaria patients. Our awards indicate that while caspase-11 is dispensable, both caspase-1 and caspase-8 are important mediators of IL-1β and TNFα secretion, hypersensitivity to septic shock as well as the development of ECM.

## Results

### Expression and activation of caspase-11 in *P. chabaudi* infection

*Plasmodium* infection induces pro-inflammatory priming leading to hypersusceptibility to septic shock. To study the importance of this pro-inflammatory priming on malaria pathogenesis, we used a low-dose Lipopolysaccharide (LPS) challenge in *Pc*-infected mice^18,31,32^. Previous studies demonstrate that in Gram-negative bacterial infection, caspase-11 is involved in caspase-1 activation upstream of inflammasome^21^. The immunoblot using splenocytes reveals that pro-caspase-11 (p43 and p38 subunits) is induced in *Pc-*infected C57BL/6 mice. The cleaved subunit of caspase-11 (p30) was found in the splenocyte supernatants. As expected, we did not find caspase-11 in samples from 129S6 (caspase-11 mutant mice), *Casp11*^*−/−*^, and *Casp1/11*^*−/−*^ mice (Fig. 1a). Splenocytes from *Casp1*^*−/−*^*/11*^*tg*^ mice showed regular induction and activation of caspase-11, indicating that cleavage of caspase-11 does not require caspase-1 (Fig. 1b). We also performed an immunoblot developed with an anti-caspase-1 antibody in splenocyte lysates from *Casp11*^*−/−*^ mice. We found the p35 caspase-1 subunit in splenocytes from *Pc*-infected mice, indicating that caspase-1 is cleaved by a caspase-11-independent mechanism (Fig. 1c)^33^.

**Fig. 1:**
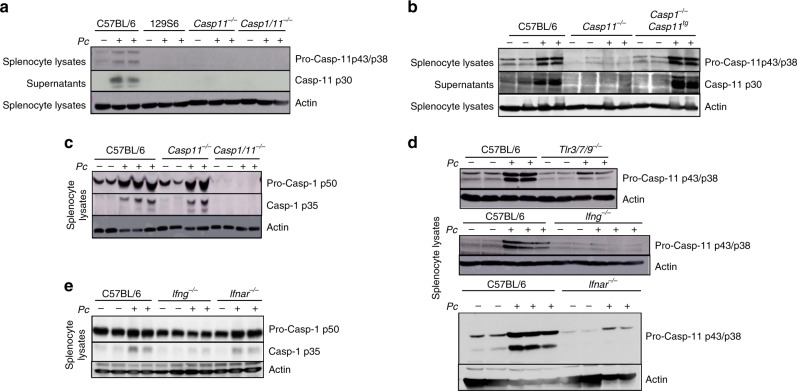
Caspase-11 activation in *P. chabaudi*-infected mice. All results presented in this figure were obtained from mice either uninfected or at 8 days after infection with *Pc*, as indicated. **a**, **b** Splenocyte lysates and supernatants were obtained from C57BL/6, 129S6, *Casp11*^*−/−*^, *Casp1/11*^*−/−*^, and *Casp1*^*−/−*^*/11*^*tg*^ mice, and analyzed by western blot using an anti-caspase-11 antibody. **c** Splenocyte lysates from C57BL/6, *Casp11*^*−/−*^, and *Casp1/11*^*−/−*^ mice were analyzed by western blot using an anti-caspase-1 antibody. **d** Splenocyte lysates obtained from C57BL/6, *Tlr3/7/9*^*−/−*^, *Ifng*^*−/−*^, and *Ifnar*^*−/−*^ mice were analyzed by western blot using an anti-caspase-11 antibody. **e** Splenocyte lysates were obtained from C57BL/6, *Ifng*^*−/−*^, and *Ifnar*^*−/−*^ mice and analyzed by western blot using an anti-caspase-1 antibody. Blots developed with an anti-β-actin were used as loading controls. All blots are representative of two to three different experiments with similar results.

### Expression of caspase-11 is dependent on IFNγ and NAS-TLRs

Different studies also demonstrate that pro-caspase-11 is induced by Type I IFN as well as TLR agonists, such as LPS, Poly IC, or PAMCys3^34–37^. Priming with TLR agonists or IFNs induces pro-caspase-11 expression, but require a second challenge with LPS to activate caspase-11. In these models, LPS-induced lethality does not require Toll-like receptor 4 (TLR4)^34,35^. We found that the induction of pro-caspase-11 and cleavage of p30 caspase-11 subunit in splenocytes from *Pc*-infected was independent of TLR4 (Supplementary Fig. 1a). However, the high levels of circulating IL-1β and IL-1β produced by splenocytes from infected *Tlr4*^*−/−*^ mice stimulated with LPS were very low when compared to infected C57BL/6 mice (Supplementary Fig. 1b). When we evaluated splenic CD11b^+^ cells from infected *Tlr4*^*−/−*^ mice challenged with LPS, we observed lower intracellular levels of pro-IL-1β in *Tlr4*^*−/−*^ than in C57BL/6 mice (Supplementary Fig. 1c). Furthermore, infected *Tlr4*^*−/−*^ mice were resistant to LPS challenge (Supplementary Fig. 1d).

*Plasmodium* is a potent activator of TLR7, TLR9, and other cytosolic receptors that sense nucleic acids^2,6,31,38–40^. In addition, IFN-priming of innate immune cells is a hallmark of both human and murine malaria^32,39,40^. Hence, we investigated the levels of caspase-11 in mice lacking functional NAS-TLRs, IFNγ (*Ifng*), or IFNα/β receptor (*Ifnar1*) genes. Consistent with previous studies^35–37,41^, we found that both IFNγ and Type I IFNs are key cytokine-priming differentiated monocytes for caspase-11 expression. The results presented in Supplementary Fig. 2a show that in vitro, IFNγ, and IFN Type I are sufficient to induce caspase-11 expression, and that caspase-11 p30 subunit is only detected when bone marrow-derived macrophages (BMDMs) were stimulated with iRBC. Expression of caspase-11 and its active form was not affected in total splenocytes from single *Tlr3*-, *Tlr7-*, and *Tlr9*-deficient mice infected with *Pc* (Supplementary Fig. 2b–d). Nevertheless, we found that the expression of pro-caspase-11 was highly impaired in splenocytes from *Pc*-infected *Tlr3/7/9*^*−/−*^, *Ifng*^*−/−*^, or *Ifnar1*^*−/−*^ mice (Fig. 1d). Expression of pro-caspase-1 was not impaired, whereas cleavage and generation of active caspase-1 were affected in total splenocytes from *Pc*-infected *Ifng*^*−/−*^, but not *Ifnar1*^*−/−*^ mice (Fig. 1e).

### Caspase-1 has a dominant role in mediating IL-1β release in *Pc infection*

A high proportion of circulating monocytes become activated during malaria^18,42,43^. In rodent malaria, most splenic monocytes differentiate into inflammatory monocytes (iMOs, CD11b^+^F4/80^+^CD11c^−^MHC II^−^), and monocyte-derived dendritic cells (MO-DCs, CD11b^+^F4/80^+^CD11c^+^MHC II^+^)^44^ and the differentiated cells are the main source of active caspase-1 and IL-1β at 8 days post infection with *Pc*^18^. To investigate whether expression of pro-IL-1β is affected in *Casp11*^*−/−*^ or *Casp1/11*^*−/−*^ mice, we performed intracellular staining for IL-1β in iMOs and MO-DCs from spleens of control and *Pc*-infected mice, before and 2 h after LPS challenge (Supplementary Fig. 3 and Fig. 2a). We found the similar intensity of fluorescence of IL-1β in cells from either infected C57BL/6, *Casp11*^*−/−*^, or *Casp1/11*^*−/−*^ mice. We then accessed the role of caspase-11 on IL-1β. Lower levels of IL-1β were found in culture supernatants of LPS-stimulated splenocytes from infected *Casp11*^*−/−*^ mice when compared to infected C57BL/6 mice. However, the IL-1β levels in splenocytes from *Casp11*^*−/−*^ were significantly higher than those from *Casp1*^*−/−*^*/11*^*tg*^ or *Casp1/11*^*−/−*^ mice (Fig. 2b). In addition, when compared to infected C57BL/6 mice challenged with a low dose of LPS, lower levels of circulating IL-1β were observed in the plasma of infected *Casp1/11*^*−/−*^, but not from *Casp11*^*−/−*^ mice (Fig. 2c). Hence, the *Casp1*^*−/−*^*/11*^*tg*^ phenocopied the *Casp1/11*^*−/−*^ and not the *Casp11*^*−/−*^ mice infected with *Pc*. The plasma IL-1β levels in both control and infected mice not challenged with LPS were below the limit of detection. Altogether, our results suggest that in *Pc-*infected mice challenged with low-dose LPS, the canonical pathway of caspase-1 activation has the predominant role in IL-1β release. Consistently, deficiency of caspase-1 and not caspase-11 resulted in a small, but the significant increment of resistance to the low-dose LPS challenge in *Pc*-primed mice (Fig. 2d). Furthermore, opposite to *Ifng*^*−/−*^ mice^24^, the *Ifnar1*^*−/−*^ mice that are defective on caspase-11, but not on caspase-1 expression, were still highly susceptible to the low-dose LPS challenge (Fig. 2e).

**Fig. 2:**
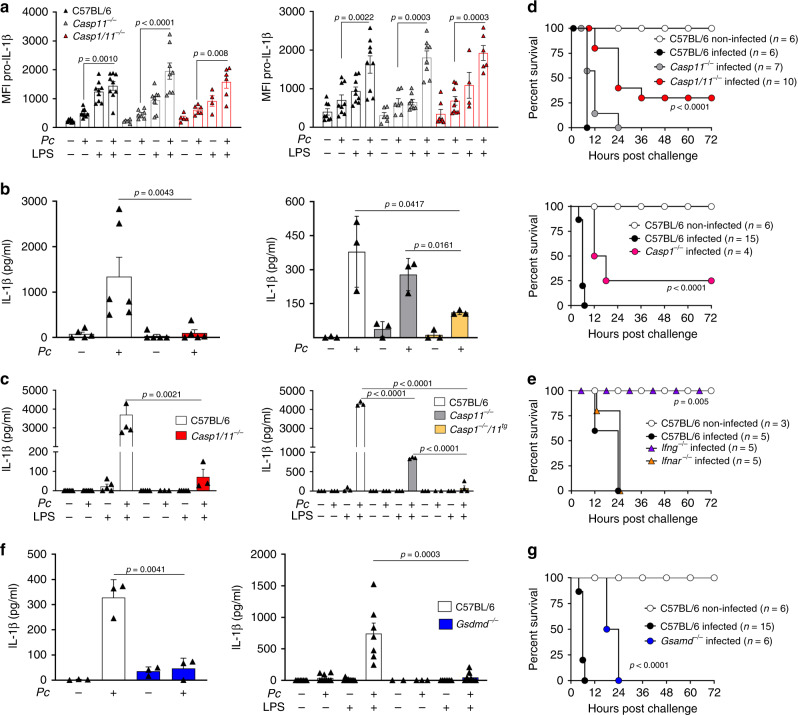
Caspase-1-dependent release of IL-1β in *Pc*-infected mice challenged with LPS. **a** Splenocytes were stimulated with 1 μg/mL of LPS and used for intracellular pro-IL-1β staining by flow cytometry. The pro-IL-1β MFI quantification was assayed in live (live/dead^−^) monocytes (CD11b^+^F4/80^+^, left panel) and dendritic cells (CD11c^+^MHC II^+^, right panel). For MOs: C57BL/6 *n* = 9, *Casp1/11*^*−/−*^ (control *n* = 5, + LPS *n* = 4; infected *n* = 6), and *Casp11*^*−/−*^ (control *n* = 6, +LPS *n* = 8; infected *n* = 7, +LPS *n* = 8). For monocyte-derived dendritic cells (MO-DCs): C57BL/6 *n* = 9, *Casp1/11*^*−/−*^ (control *n* = 7, +LPS *n* = 4; infected *n* = 9, +LPS *n* = 6), and *Casp11*^*−/−*^ (control *n* = 6, +LPS *n* = 8; infected *n* = 7, + LPS *n* = 8). **b** Splenocytes were stimulated in vitro with 1 μg/ml of LPS and 24 h later IL-1β measured by ELISA in supernatants. Left panel: C57BL/6 (control *n* = 5, infected *n* = 6) and *Casp1/11*^*−/−*^ *n* = 5. Right panel: *n* = 3. **c** Mice were inoculated intravenously with 10 μg/mice of LPS, and 8 h later, plasma was collected and circulating IL-1β measured by ELISA. Left panel: C57BL/6 (non-challenged *n* = 6, LPS-challenged *n* = 5) and *Casp1/11*^*−/−*^ (non-challenged *n* = 5, LPS-challenged *n* = 3). Right panel: *n* = 3 for all groups, except *Casp1*^*−/−*^*/11*^*tg*^ (infected *n* = 2; infected +LPS *n* = 4). **d** C57BL/6, *Casp11*^*−/−*^, *Casp1/11*^*−/−*^ (top panel), as well as C57BL/6 and *Casp1*^*−/−*^ (bottom panel) were inoculated intravenously with 10 μg/mouse of LPS, and survival followed for 72 h. **e** C57BL/6, *Ifng*^*−/−*^, and *Ifnar*^*−/−*^ were inoculated intravenously with 10 μg/mouse of LPS and survival followed for 72 h. **f**, left panel: Splenocytes were stimulated in vitro with LPS (1 μg/ml) and IL-1β measured by ELISA in 24 h supernatants. For all groups, *n* = 3. **f**, right panel: C57BL/6 and *Gsdmd*^*−/−*^ mice were inoculated i.v. with 10 μg/mouse of LPS and plasma collected to measure the levels of IL-1β at 8 h post-challenge. C57BL/6 (*n* = 9, except infected +LPS *n* = 7) and *Gsdmd*^*−/−*^ (control *n* = 2 and control +LPS *n* = 7; infected *n* = 3 and infected +LPS *n* = 8). **g** C57BL/6 and *Gsdmd*^*−/−*^ mice were challenged with 10 μg/mouse of LPS and followed for survival. In **a**, **b**, **c**, and **f**, mean ± s.e.m of two-three different experiments are shown; statistical analysis by parametric or nonparametric *t* test and one-way ANOVA. Survival curves were analyzed by log-rank test.

GSDM-D is cleaved by caspase-11 and caspase-1, generating the p30 polypeptide, which polymerizes and forms pores in the cell surface membrane of activated monocyte/macrophages. The GSDM-D pores allow the release of IL-1β and also lead to pyroptosis^22–24,45^. Consistent with the hypothesis of a dominant role of the canonical pathway of caspase-1 activation, *Pc*-infected *Gsdmd*^*−/−*^ mice phenocopied the *Casp1*^*−/−*^ rather than *Casp11*^*−/−*^ mice. Despite the severe impairment of IL-1β release (Fig. 2f), as observed in the *Casp1/11*^*−/−*^ and *Casp1*^*−/−*^ mice, the *Gsdmd*^*−/−*^ mice were only partially resistant to the low-dose LPS challenge (Fig. 2g).

### Caspase-8 mediates IL-1β release in *Pc*-infected mice

The *Casp8*^*−/−*^ mice are not viable, but the viability is rescued in the double *Ripk3*^*−/−*^*/Casp8*^*−/−*^ mice, suggesting that unregulated necroptosis is the main cause of embryonic lethality in the caspase-8-deficient mice. Therefore, we used *Ripk3*^*−/−*^ mice as controls. The results are shown in Fig. 3a (top panel) indicate that in vivo *Pc* infection leads to pro-caspase-8 expression (p55) and cleavage of caspase-8 (p18) in monocytes. These results were confirmed using a different anti-caspase-8 antibody that recognizes caspase-8 p43- and p18-cleaved polypeptides in CD11b^+^ cells Fig. 3a (bottom panel). The cleavage of caspase-8 was independent of both caspase-1 and caspase-11. In addition, our results show that caspase-8 is not necessary for cleavage of either caspase-1 or caspase-11 (Fig. 3b–d). Consistently, cleavage of caspase-8 was unimpaired in *Ifng*^*−/−*^ mice infected with *Pc* (Fig. 3e), which are defective on caspase-1 cleavage and caspase-11 expression.

**Fig. 3:**
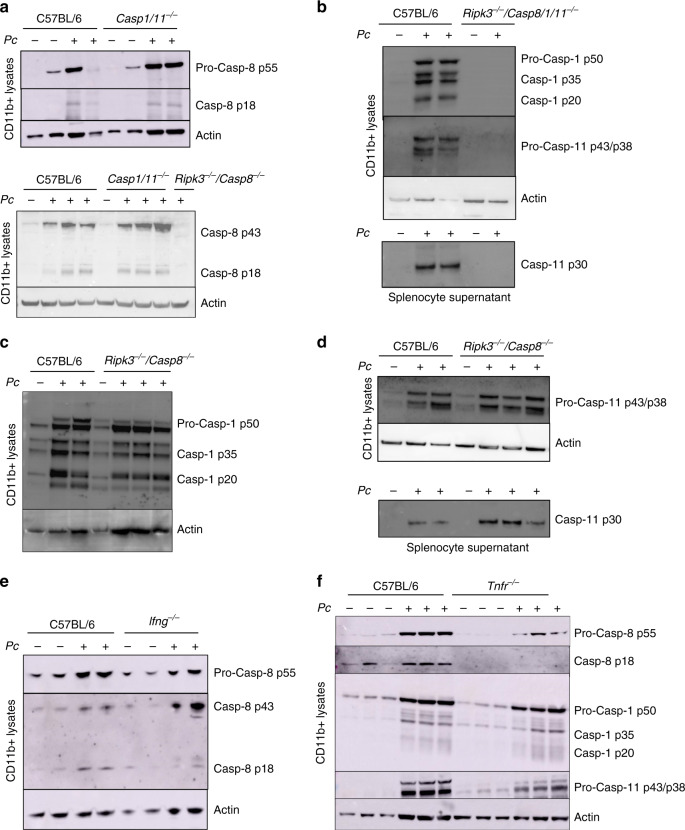
Caspase-8 activation in *Pc*-infected mice. All results presented in this figure were obtained from mice either uninfected or at 8 days after infection with *Pc*. C57BL/6, *Casp1/11*^*−/−*^, *Ripk3*^*−/−*^*/Casp8*^*−/−*^, *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, *Ifng*^*−/−*^, and *Tnfr*^*−/−*^ mice were used in different experiments, as indicated. CD11b^+^ cells purified from splenocytes were lysed in RIPA buffer to prepare the lysates. Alternatively, splenocytes were spin down 400 × *g* for 5 min to prepare supernatants. Lysates from CD11b^+^ cells isolated from spleens of control and *Pc*-infected mice were analyzed by western blot using either **a** two distinct anti-caspase-8; **b** anti-caspase-1 and anti-caspase-11; **c** anti-caspase-1; **d** anti-caspase-11; and **e** anti-caspase-8 antibodies. **b**, **d** Alternatively, splenocytes supernatants were used to detect active caspase-11 (p30) by western blot using an anti-caspase-11 antibody. **f** Lysates of CD11b^+^ cells from uninfected and infected C57BL/6 and *Tnfr*^*−/−*^ mice were analyzed by western blot with anti-caspase-8, anti-caspase-1, and anti-caspase-11 antibodies. Blots revealed with anti-β-actin were used as loading controls. Blots are representative of two to three different experiments with similar results.

Caspase-8 mediates TNFα-induced cell death and also promotes NF-κB activation and production of pro-inflammatory cytokines^46^, including TNFα^28,29^, which is an important biomarker of severe malaria^47,48^. To evaluate the importance of TNFα on caspase-8 activation, we used mice deficient in the TNFp55 receptor gene *Tnfrsf1a* (here identified as *Tnfr*^*−/−*^). Our results show that cleavage of caspase-8 was not observed in lysates from CD11b^+^ cells derived from the spleen of *Pc*-infected *Tnfr*^*−/−*^ mice (Fig. 3f). In contrast, expression and cleavage of either of caspase-1 or caspase-11 were not affected (Fig. 3f).

The results presented in Fig. 4a show that the levels of circulating IL-1β on *Ripk3*^*−/−*^*/Casp8*^*−/−*^ or *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ mice are very low when compared to C57BL/6 mice infected with *Pc* and challenged with low-dose LPS. Likewise, IL-1β release by splenocytes (Fig. 4b) and pro-IL-1β expression by CD11b^+^/F4/80^+^ iMOs/MO-DC populations (Fig. 4c) from both *Pc-*infected *Ripk3*^*−/−*^*/Casp8*^*−/−*^ and *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ mice were impaired. As observed for IL-1β, TNFα production by splenocytes from *Pc*-infected mice was impaired in mice with various gene deficiencies (Fig. 4d). Consistently, the release of IL-1β was highly impaired in *Pc*-infected *Tnfr*^*−/−*^ mice, which are also resistant to LPS challenge (Supplementary Fig. 4a, b). Importantly, while the *Pc*-infected *Ripk3*^*−/−*^*/Casp8*^*−/−*^ mice were only partially resistant, the infected *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ and *Ripk3*^*−/−*^*/Casp8/Gsdmd*^*−/−*^ mice were highly resistant to the low-dose LPS-induced lethality (Fig. 4e). The results obtained from *Ripk3* single-knockout mice were identical to C57BL6, showing that the deletion of this gene did not contribute to the phenotype observed in the double *Ripk3*^*−/−*^*/Casp8*^*−/−*^ or the quadruple *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^-deficient mice. These results also indicate a loop of amplification that involves TNFα induction by caspase-8, TNFα-induced caspase-8 cleavage, and consequent activation of IL-1β. Hence, our results indicate that the deleterious role of caspase-8 in the hypersensitivity to septic shock in this malaria model may also involve the induction of TNFα expression.

**Fig. 4:**
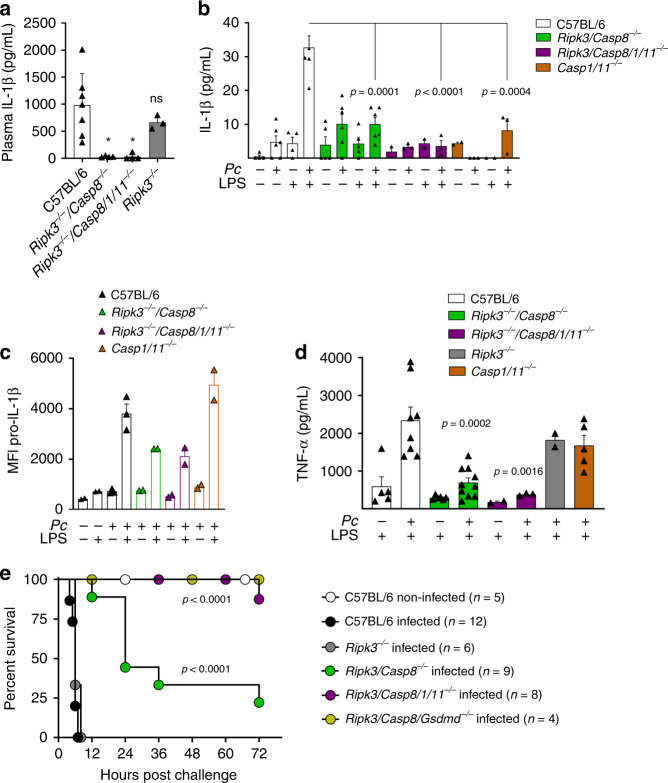
Caspase-8-mediated IL-1β release and lethality in *Pc*-infected mice challenged with LPS. All results presented in this figure were obtained from mice either uninfected or at 8 days after infection with *Pc*. C57BL/6, *Casp1/11*^*−/−*^, *Ripk3*^*−/−*^*, Ripk3*^*−/−*^*/Casp8*^*−/−*^, *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, and *Ripk3*^*−/−*^*/Casp8*^*−/−*^*/Gsdmd*^*−/−*^. **a** Uninfected and *Pc*-infected mice were inoculated intravenously with 10 μg/mouse of LPS, and 8 h later plasma was collected to measure the levels of circulating IL-1β. C57BL/6 (*n* = 7), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ (*n* = 4), *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ (*n* = 4) and *Ripk3*^*−/−*^ (*n* = 3). *P = 0.01. **b** Splenocytes from uninfected controls and *Pc*-infected mice were stimulated in vitro with 1 μg/ml of LPS, and 24 h later the levels of IL-1β measured in culture supernatants by ELISA. For uninfected mice: C57BL/6 (*n* = 4), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ (*n* = 5), *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, and *Casp1/11*^*−/−*^ (*n* = 2). For infected mice: C57BL/6 and *Ripk3*^*−/−*^*/Casp8*^*−/−*^ (*n* = 6), *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, and *Casp1/11*^*−/−*^ (*n* = 3). **c** Splenocytes from uninfected and infected mice were stimulated with 1 μg/mL of LPS, and 2 h later used for intracellular staining of pro-IL-1β. The pro-IL-1β quantification in live (live/dead^−^) monocytes (CD11b + F4/80 + ) was performed by flow cytometry. For all groups: *n* = 2, except infected C57BL/6 (*n* = 3). **d** Splenocytes from uninfected controls and *Pc*-infected mice were stimulated in vitro with 1 μg/ml of LPS, and 24 h later the levels of tumor necrosis factor (TNF)α measured in culture supernatants by ELISA. For uninfected mice: C57BL/6 (*n* = 5), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ (*n* = 6), *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ (*n* = 2). For infected mice: C57BL/6 (*n* = 8), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ (*n* = 10), *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ (*n* = 3), *Casp1/11*^*−/−*^ (*n* = 5), and *Ripk3*^*−/−*^ (*n* = 2). **e** Uninfected and *Pc*-infected mice were inoculated intravenously with 10 μg/mouse of LPS and survival followed for 72 h. Mean ± s.e.m of two to three different experiments are shown; statistical analysis by unpaired *t* test and one-way ANOVA. The survival curve was analyzed by log-rank test.

### A neuroinflammation gene signature in MO-DCs from *PbA*-infected mice

In our earlier studies, we found that MO-DCs are an important source of active caspase-1, IL-1β and have a pathogenic role in ECM and acute respiratory distress syndrome in malaria (MA-ARDS) models^18,44,49^. 

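RNA from sorted splenic cells of 6 C57BL/6 mice was sequenced. The uninfected group was monocytes from 3 mice, and the infected group was MO-DCs from 3 mice collected 5 days after infection with *PbA*. MO-DCs are dendritic cells that arise from monocytes during inflammation, and they were sorted here as cells carrying CD11c, DC-SIGN and MHC II, which the monocytes lacked. Cell type and infection therefore changed together between the groups. The authors aligned the reads to GRCm38.p5 with STAR and deposited, for every sample, FPKM values computed with Cufflinks. The files give no read counts, so the depth is unknown. The FPKM of a sample summed to between 509932 and 1302483 over the 6 samples, and the 10 highest rows held 47.6% of the sum in uninfected replicate 2 against 12.5% to 20.6% in the other 5 samples.

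The spleen files share 57891 rows, each with a gene name, a locus and an FPKM. Among the protein-coding names, 19141 of 19148 (99.96%) stood at a locus that overlaps the gene of that name in the GENCODE annotation. The FPKM column did not follow the names over the whole length of the files. Up to row 15779 (Cab39l, chromosome 14) the values sat beside their names, and in the 42112 rows after it they sat 1 row above. This point was located from protein-coding genes and then tested on ribosomal protein genes, which had not been used to find it. Before the point, 18 of 19 ribosomal protein genes had the higher value in their own row, with a median of 905 FPKM there. After it, 60 of 61 had the higher value in the row above, with a median of 616 FPKM there and 0.178 FPKM in their own row. Gene values are given with the names moved by 1 row after this point, and also as the files print them where that changes a result. For Il18, Cd86 and Chil3 the rows used for the readings are not neighbours. Their printed and moved values therefore differ by more than the move of 1 row. The row counts do not depend on the names.

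Each row with a mean of at least 1 FPKM over the 6 samples was tested with limma on log2(FPKM + 1). Past the threshold means a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the fold change in the paper's methods. For a single gene, a two-sided exact permutation test of 3 against 3 samples cannot give a p below 0.1.

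**Figure D1:**
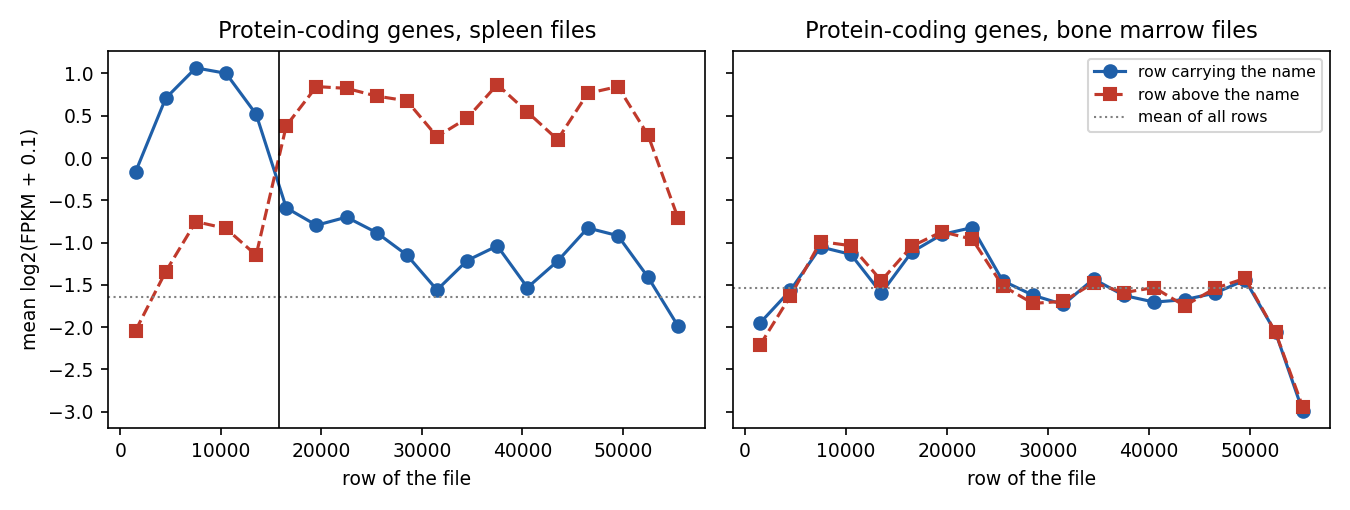
Mean log2(FPKM + 0.1) of protein-coding genes in blocks of 3000 rows, read from the row that carries the name (circles) or from the row above (squares), for the spleen and bone marrow files, with the mean of all rows dotted. In spleen the circles are on top before row 15779 (vertical line) and the squares after it, and in bone marrow the circles and squares run together.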

To address the importance of inflammatory caspases in ECM, RNA was extracted from MO-DCs (CD11b^+^F4/80^+^CD11c^+^DC-Sign^+^MHC II^+^, purity >97%) highly purified from spleens of control and infected mice (Supplementary Fig. 3). The MO-DCs were purified at day 5 post infection, since in this model, mice become very sick by days 6–7 post infection. The bar graph presented in Fig. 5a shows the main inflammatory pathways that were enriched in MO-DCs from *PbA*-infected mice. 

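Of the 11117 rows tested in spleen, 3316 were higher and 2413 were lower in MO-DCs from *PbA*-infected mice than in uninfected monocytes, together 51.5% of the rows tested. In 5710 of these 5729 rows, the 3 values of one group all lay above the 3 values of the other. The threshold favours such rows, so this is not a separate test. The count of higher rows moved most when a change of at least 2-fold was required, to 2008, and the count of lower rows moved most with a mean of at least 5 FPKM, to 1488. The IPA database behind the pathways in Fig. 5a was not used here.

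Among rows without overlap between the groups, the largest rise listed was in the row shared by Lyz1 and Lyz2, from a listed 0 FPKM in each uninfected sample to 2375 ± 956 FPKM (SD, n = 3) in MO-DCs. The next was a row shared by 10 mitochondrial genes, listed at 0 in the uninfected samples and at 1191 ± 525 FPKM (SD, n = 3) in MO-DCs. The files do not tell a failed estimate from a lack of expression where they list 0, and 3 of the 77 rows with at least 1000 FPKM in MO-DCs were listed at 0 in all uninfected samples. Ccl12 rose from 0.0660 ± 0.0798 to 757 ± 117 FPKM (log2 change 9.47, SE 0.13, adjusted p = 2.07e-07 from limma). The row of the predicted genes Gm26917 and Gm42418 rose by 9.36 and Gm15056 by 8.70 on the log2 scale. The largest falls listed were in B2m (log2 change -12.09), Ftl1 (-11.64), Actb (-11.19), Retnlg (-10.88) and Ifitm3 (-10.86). B2m, Ftl1, Actb and Ifitm3 were listed at 0 FPKM in all 3 MO-DC samples, and B2m at 4375 ± 223 FPKM (SD, n = 3) in uninfected monocytes. The falls of these genes therefore cannot be read as a loss of expression. With the rows listed at 0 in any sample left out, the largest rises were in Ccl7 (8.68), Serpina3g (8.35), Cxcl9 (8.28), C1qb (8.28) and Iigp1 (8.13), and the largest falls in Retnlg, Alox15 (-7.03), Pglyrp1 (-6.67), Fn1 (-6.44) and Fosb (-6.43).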

We found that three pathways were highly relevant to our study, i.e., maturation of dendritic cells, neuroinflammation signaling, and NFκB signaling, which is promoted by caspase-8. 

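Fig. 5b labels 35 genes, of which 14 are joined to NF-κB signaling, 24 to neuroinflammation signaling and 18 to dendritic cell maturation. With the names moved by 1 row, all 35 were tested and were past the threshold, 24 higher and 11 lower in MO-DCs. In NF-κB signaling 11 genes were higher and 3 lower, in neuroinflammation signaling 16 were higher and 8 lower, and in dendritic cell maturation 13 were higher and 5 lower. Changes ran from -6.41 (Mmp9) to 6.30 (Vcam1) on the log2 scale. Vcam1 went from 0.945 ± 0.595 FPKM in uninfected monocytes to 148 ± 4.77 FPKM in MO-DCs (SD, n = 3 per group). Vcam1 is also on a list of red pulp macrophage marker genes, which rose with a median log2 change of 6.127. That rise leaves open whether MO-DCs express these genes or were sorted together with macrophages. Cxcl10 rose by 6.20 and Ccl5 by 4.69, while Cx3cr1 changed by -5.10 and Fos by -2.10. The Mmp9 values in uninfected monocytes spread widely, with a mean of 131 FPKM and an SD of 116. They were 264, 56.0 and 71.1 FPKM in replicates 1, 2 and 3. A list of eosinophil marker genes was also highest in replicate 1, with medians of 66.3, 20.7 and 28.5 FPKM. Part of the Mmp9 fall may therefore come from other cells among the sorted monocytes. Il6 was the gene with the weakest separation, at 1.56 ± 1.48 against 7.65 ± 4.49 FPKM, and its 2 groups overlapped (two-sided exact permutation test, p = 0.2). Without the filter on FPKM, Il6 kept its log2 change of 1.73 and lost the threshold (adjusted p = 0.081 from limma). Il6 was past the threshold in only 2 of the 6 fits that each left out 1 sample. It also lost the threshold with MO-DC replicates 5 and 6 averaged into 1 sample (log2 change 1.45, adjusted p = 0.115 from limma). Fits that each left out 1 sample put between 33 and 35 of the genes past the threshold. With the names as the files print them, 16 of the 35 genes reached the FPKM minimum and 13 were past the threshold, 9 higher and 4 lower.

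**Figure D2:**
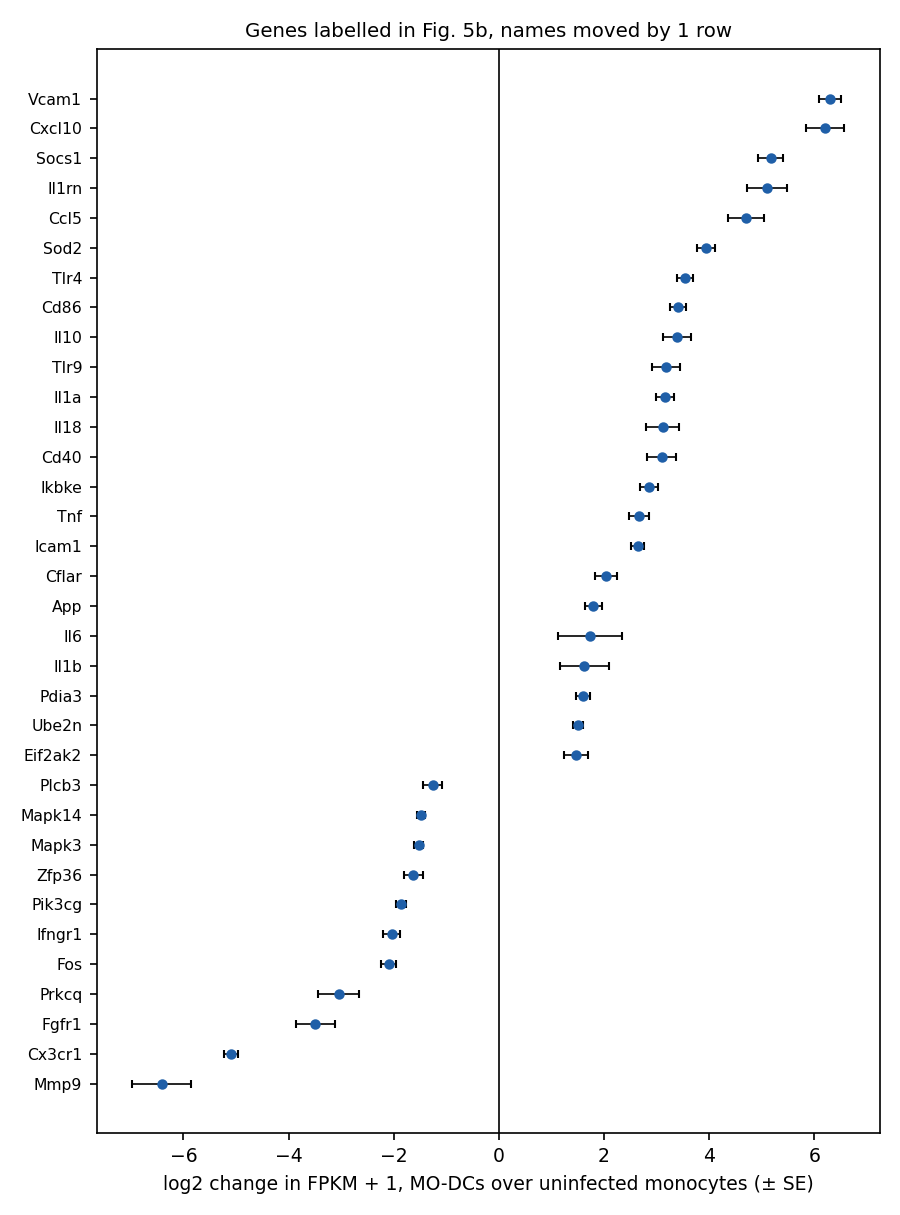
Log2 change in FPKM + 1 of 34 genes labelled in Fig. 5b (points) with its standard error (bars), MO-DCs over uninfected monocytes, 3 samples per group, names moved by 1 row. The changes run from -6.41 for Mmp9 to 6.30 for Vcam1.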

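Tnf, which encodes TNFα, lies on the minus strand of chromosome 17 from 35199381 to 35202007, and Il1b, which encodes IL-1β, on the minus strand of chromosome 2 from 129364570 to 129371139 (GRCm38). With the names moved by 1 row, Tnf had 13.1 ± 4.03 FPKM in uninfected monocytes and 86.5 ± 2.92 FPKM in MO-DCs (SD, n = 3 per group), a log2 change of 2.66 (SE 0.19, adjusted p = 7.49e-05 from limma). Its log2 change stayed between 2.52 and 2.89 with each sample left out in turn. Il1b had 45.1 ± 17.0 and 150 ± 72.2 FPKM (SD, n = 3 per group), a log2 change of 1.63 (SE 0.46, adjusted p = 0.0198 from limma). The Il1b values were 35.3, 64.7 and 35.3 FPKM in uninfected monocytes and 68.3, 204 and 179 FPKM in MO-DCs, so that MO-DC replicate 4 stood only just above uninfected replicate 2. With quantile normalization the log2 change of Il1b was 1.17 and no longer past the threshold (adjusted p = 0.0515 from limma). With each sample left out in turn, the log2 change of Il1b ran from 1.34 to 2.12, and only 2 of the 6 fits kept it past the threshold. For both genes all 3 MO-DC values lay above the 3 monocyte values (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In the rows that print their names, Tnf had 0.0487 FPKM in monocytes and 1.04 FPKM in MO-DCs on average, and Il1b had 0.0547 and 0.129 FPKM, below the minimum for the test. Besides these 2 genes, Fig. 5b joins Il18, Tlr4, Tlr9, Cd40, Pik3cg and Fgfr1 to NF-κB signaling, neuroinflammation signaling and dendritic cell maturation. Of these 8 genes 6 were higher in MO-DCs, among them Tlr4 (log2 change 3.54), Tlr9 (3.18), Il18 (3.11) and Cd40 (3.10), and 2 were lower, Pik3cg (-1.86) and Fgfr1 (-3.49).

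**Figure D3:**
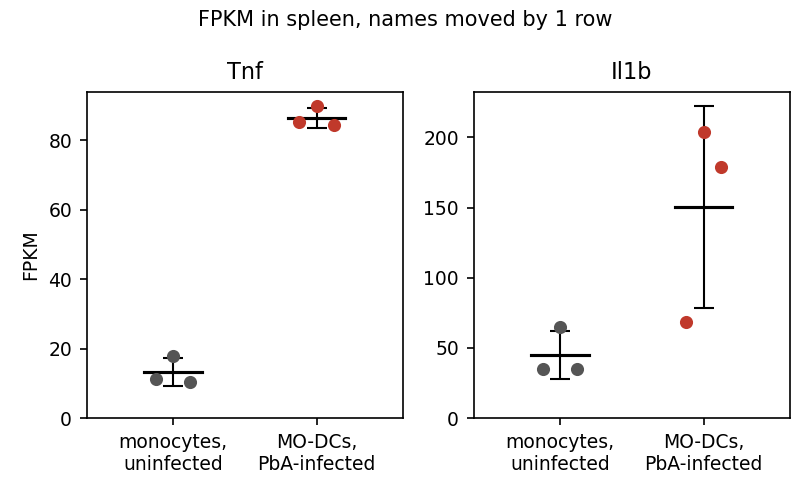
FPKM of Tnf and Il1b in each of 3 samples of uninfected splenic monocytes and 3 of MO-DCs (points), with the mean (line) and SD (bars), names moved by 1 row. The MO-DC points lie near 86.5 FPKM for Tnf and between 68.3 and 204 FPKM for Il1b.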

Importantly, the connectivity diagram shows that both TNFα and IL-1β genes were involved in all three pathways (Fig. 5b). In addition, we found that caspase-1, caspase-11, and caspase-8 genes were all upregulated in splenic MO-DCs from *PbA*-infected mice (Fig. 5c).

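Casp8 lies on chromosome 1 from 58795374 to 58847503 (GRCm38), in the part of the files where names and values share a row. Its FPKM was 38.7, 44.2 and 46.0 in the uninfected monocyte samples and 108, 132 and 134 in the MO-DC samples. The means were 42.9 ± 3.78 and 125 ± 14.6 FPKM (SD, n = 3 per group), a log2 change of 1.51 (SE 0.12, adjusted p = 0.00011 from limma). With each sample left out in turn, the log2 change stayed between 1.44 and 1.61, and quantile normalization moved it most, to 1.10. Caspase-1 and caspase-11 are encoded by the neighbouring genes Casp1 and Casp4 on chromosome 9, which the files, like Fig. 5c, merge into 1 row. A single FPKM therefore stands for both, and the change of either gene alone cannot be read from it. With the names moved by 1 row, this row had 81.4 ± 17.4 FPKM in uninfected monocytes and 336 ± 59.4 FPKM in MO-DCs (SD, n = 3 per group), a log2 change of 2.04 (SE 0.21, adjusted p = 0.000285 from limma) that stayed between 1.85 and 2.19 with each sample left out. In the row that prints the names Casp1 and Casp4, the means were 0.361 and 2.87 FPKM, a log2 change of 1.50 (adjusted p = 0.00044 from limma). All 3 MO-DC values lay above the 3 monocyte values for Casp8 and for the Casp1 and Casp4 row (two-sided exact permutation test, p = 0.1, the smallest possible). From the heatmap of these genes, the paper states that all 3 caspase genes were upregulated in splenic MO-DCs of *PbA*-infected mice.

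**Figure D4:**
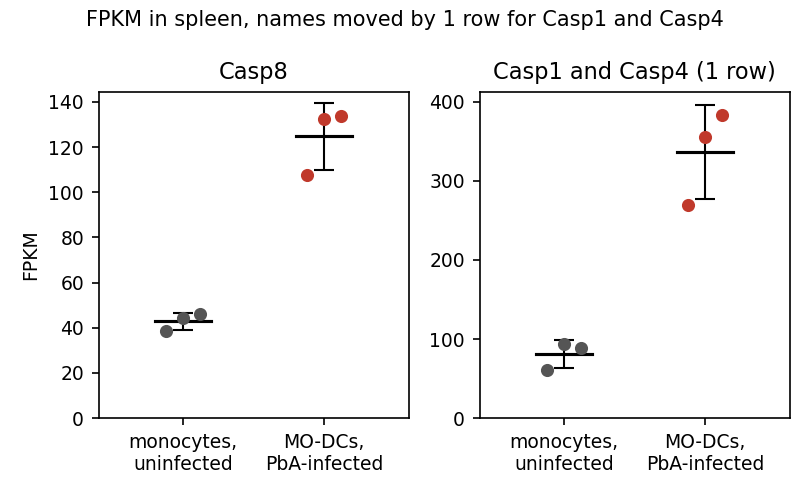
FPKM of Casp8 and of the row shared by Casp1 and Casp4 in 3 samples of uninfected splenic monocytes and 3 of MO-DCs (points), with the mean (line) and SD (bars). The MO-DC points of Casp8 lie between 108 and 134 FPKM, above monocyte points of at most 46.0 FPKM.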

**Fig. 5:**
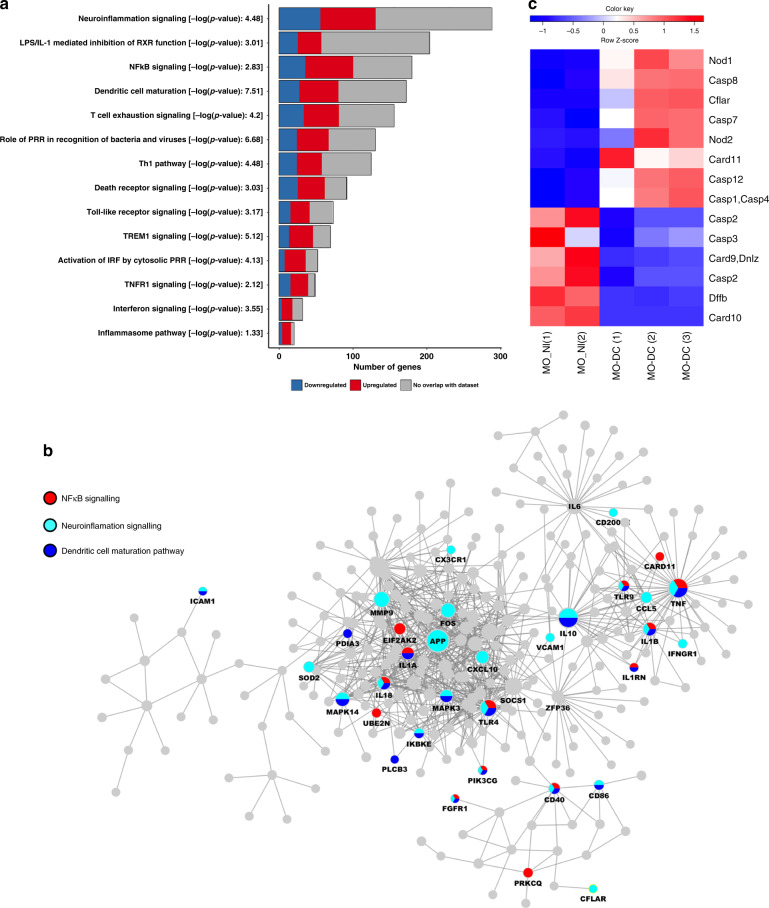
Gene signatures from monocyte-derived dendritic cells (MO-DCs) from *PbA*-infected mice. Monocytes and MO-DCs were sorted from splenocytes from C57BL/6 controls (uninfected) mice and at 5 days post infection for RNA extraction and RNA-seq analysis. **a** Bar plot showing pathways significantly activated in MO-DCs from *PbA*-infected mice. Each color in the bar indicates the number of differentially expressed (DE) genes involved in a given pathway: in blue are downregulated, in red are upregulated, and in gray are the genes that do not show overlap with Ingenuity pathway analysis (IPA) database. **b** The main component of IPA network of all DE genes. All the DE genes are in gray, except the genes from NF-κB signaling, neuroinflammation, and dendritic cell differentiation pathways, which have been highlighted of red, light blue, and dark blue, respectively. **c** Heatmap illustrates the expression of genes from caspase family in highly purified (over 98% purity) splenic MO-DCs (CD11b^+^F4/80^+^CD11c^+^DC-Sign^+^MHC II^+^) from *PbA*-infected C57BL/6 mice compared to splenic monocytes (MO, CD11b^+^F4/80^+^CD11c^−^DC-Sign^−^MHC II^−^) from uninfected controls (NI). The color scheme represents the row *Z* score.

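The heatmap in Fig. 5c names 15 genes, and the files hold them in 13 rows, because Casp1 shares a row with Casp4 and Card9 with Dnlz. It shows 2 uninfected and 3 MO-DC samples, whereas the files hold 3 of each. The reporting summary of the paper states that no data were left out, and all 6 samples were used here. Read by color, 8 of the 13 rows are shown higher in MO-DCs and 5 lower. With the names moved by 1 row, all 13 rows changed in the direction shown and 12 were past the threshold. Besides the caspases of the main text, rows higher in MO-DCs included Cflar (log2 change 2.04), Nod1 (1.57), Casp12 (1.50) and Nod2 (0.73). Rows lower in MO-DCs included Card10 (-2.77), Casp2 (-1.47), the row of Card9 and Dnlz (-1.13) and Dffb (-0.87). Nod2, at 11.2 ± 1.36 FPKM in uninfected monocytes and 19.6 ± 5.18 FPKM in MO-DCs (SD, n = 3 per group), was past the threshold (adjusted p = 0.0207 from limma) in the fit of all 6 samples and in 2 of the 6 fits that each left out 1 sample. Rescaling each sample to a common sum left 10 of the 15 genes past the threshold. Nod2 (adjusted p = 0.187 from limma), Dffb (0.145) and the row of Card9 and Dnlz (0.0732) lost it there. The Casp12 values are those that the files print beside Casp1 and Casp4, and their mean is below 5 FPKM. Card10 and Dffb were also low in MO-DCs, at 0.125 and 3.50 FPKM. With the names as the files print them, 7 of the 15 genes reached the FPKM minimum, 4 were past the threshold in the direction shown, and 3 were listed at 0 in every sample.

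**Figure D5:**
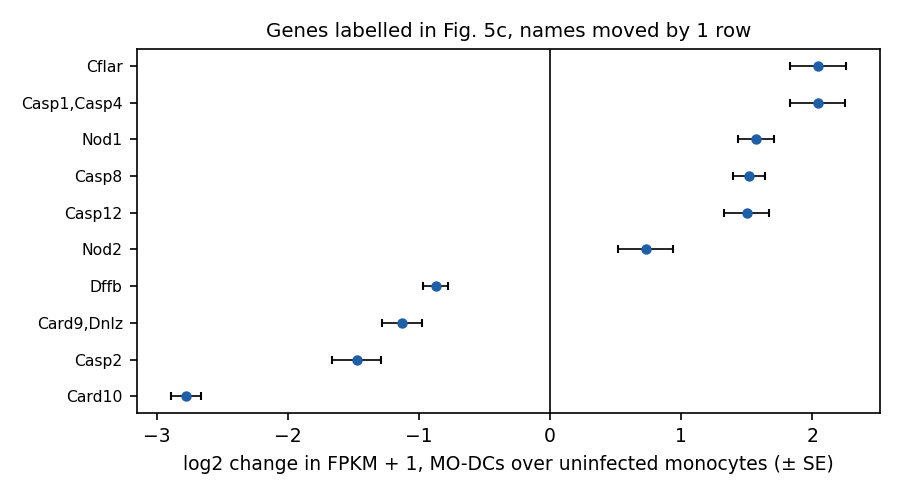
Log2 change in FPKM + 1 of 10 rows named in Fig. 5c (points) with its standard error (bars), MO-DCs over uninfected monocytes, 3 samples per group, names moved by 1 row. The changes run from -2.77 for Card10 to 2.04 for Cflar and for the row of Casp1 and Casp4.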

### Caspase-8 mediates *P. berghei* ANKA (*PbA*)-induced ECM

Different studies have shown that double *Casp1/11*^*−/−*^ mice are still highly susceptible to ECM induced by *PbA* infection^50,51^. In contrast, we found that caspase-8 contributes to the development of ECM. Consistent, with the gene expression analysis, our ex vivo results show that splenic CD11b^+^ cells from *PbA*-infected mice express high levels of pro- and active caspases-1, -11 (Fig. 6a), and -8 (Fig. 6b) proteins. Consistent with the results obtained with *Pc*-infected mice, we found that IL-1β and TNFα produced by splenocytes stimulated with LPS were impaired both in *PbA*-infected *Ripk3*^*−/−*^*/Casp8*^*−/−*^ and *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ mice (Fig. 6c). Importantly, we observed a delay lethality of *Ripk3*^*−/−*^*/Casp8*^*−/−*^ infected with *PbA*, whereas *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ and *Ripk3*^*−/−*^*/Casp8*^*−/−*^*/Gsdmd*^*−/−*^ mice were highly resistant to ECM (Fig. 6d). In contrast, *Ripk3*^*−/−*^*, Gsdmd*^*−/−*^, or *Casp1/11*^−/−^ mice were as susceptible to ECM as the C57BL/6 mice. The clinical signs of disease correlated with the lethality curves (Fig. 6e). The images presented in Fig. 6f show the Evans blue staining of C57BL/6 mice, but not *Ripk3*^*−/−*^*/Casp8*^*−/−*^ or *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ infected with *PbA*. Pro-inflammatory cytokines are known to promote blood–brain barrier permeability, leading to leak and infiltration of mononuclear cells contributing to ECM. Hence, these results are consistent with the hypothesis that the defective cytokine response is contributing to *Casp8* knockout mice resistance to ECM. However, consistent with the results from *Pc*-primed mice, caspase-8 also has an important role in mediating ECM, which seems to be independent of GSDM-D cleavage and IL-1β release. These results indicate that caspase-8 and caspase-1 and -11 also have a complementary role in the pathogenesis of ECM.

**Fig. 6:**
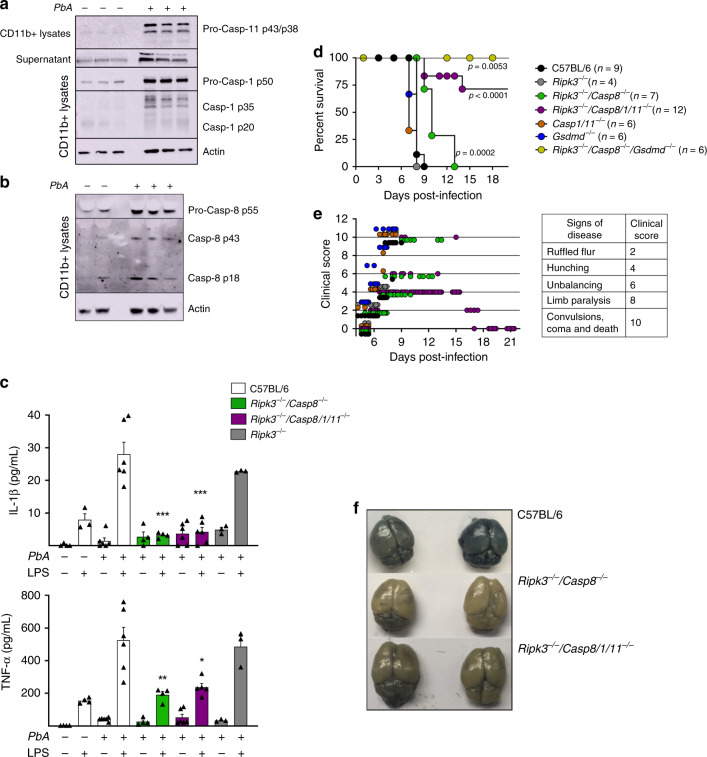
Caspase-8 mediates experimental cerebral malaria (ECM) in *PbA*-infected mice. C57BL/6, *Casp1/11*^*−/−*^, *Gsdmd*^*−/−*^, *Ripk3*^*−/−*^ (control), *Ripk3*^*−/−*^*/Casp8*^*−/−*^, *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, and *Ripk3*^*−/−*^*/Casp8*^*−/−*^*/Gsdmd*^*−/−*^ mice were used in different experiments as indicated. CD11b^+^ cells were purified from splenocytes harvested on days 0 and 5 post infection. Cells were lysed in RIPA buffer to prepare the lysates, and splenocytes were spin down 400 × *g* for 5 min to prepare supernatants. Western blots were revealed with (**a**) anti-caspase-1 and anti-caspase-11 or (**b**) anti-caspase-8 antibodies. **c** Splenocytes from uninfected controls and *PbA*-infected mice were stimulated in vitro with 1 μg/ml of LPS, and 48 h later the levels of IL-1β (top panel, ***P < 0.0001) and TNFα (bottom panel, *P = 0.0104 and **P = 0.0056) measured in culture supernatants by ELISA. For IL-1β: C57BL/6 (control *n* = 4, +LPS *n* = 3; infected *n* = 6), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ *n* = 4, *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ *n* = 6, and *Ripk3*^*−/−*^ *n* = 3. For TNFαː C57BL/6 (control *n* = 4, infected *n* = 6), *Ripk3*^*−/−*^*/Casp8*^*−/−*^ *n* = 4, *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ (*n* = 6, + LPS *n* = 5), and *Ripk3*^*−/−*^ *n* = 3. **d** Survival of *PbA*-infected mice was followed by 21 days, and in (**e**), each of the classic CM symptoms (ruffled fur, abnormal posture, unbalancing, limb paralysis, convulsion, coma, and death) was given a score (0, 2, 4, 8, or 10). **f** After 6 days of infection, mice were injected i.v. with 0.2 mL of 1% Evans blue (120 mg kg^−1^  d^−1^) at 6 days post infection of vehicle-treated mice. One hour later, mice were killed, and brain color was assessed. Naive mice were also injected with Evans blue and used as unstained control. In **a**, **b**, blots are representative of two different experiments. In **c**, mean ± s.e.m of two to three different experiments are shown; statistical analysis by one-way ANOVA. The survival curve was analyzed by log-rank test.

### Expression of caspases-4 and -8 in monocytes from malaria patients

Our previous studies show that infection with either *P. vivax* or *P. falciparum* prime circulating monocytes to express an inflammasome gene signature, form AIM2, NLRP3, and NLRP12 specks, express active caspase-1, and produce high levels of IL-1β, when challenged with LPS^18,19,32^. We now evaluated the expression and activation of the inflammatory caspases-4 and -8 as well as GSDM-D in monocytes from malaria patients. It is well established that cytokinemia and fever coincide with the synchronized burst of infected red blood cells and the consequent release of parasites^1^. Hence, blood samples from febrile malaria patients were collected for peripheral blood mononuclear cells (PBMC) isolation. Western blots of monocytes purified of PBMCs from *P. vivax*-infected patients showed active caspase-4 (p32 subunit) (Fig. 7a). In addition, infection with *P. vivax* induced expression and cleavage of caspase-8 in circulating CD14^+^ monocytes (Fig. 7b). Furthermore, we found that GSDM-D is cleaved in monocytes from *P. vivax*-infected individuals, and not in monocytes from HD (Fig. 7c). A similar pattern of caspase--8, GSDM-D and caspase-4 activation was observed in monocytes from *P. falciparum*-infected patients (Fig. 7d, e). Altogether, we provide evidence that *P. vivax* and *P. falciparum* infection leads to induction and activation of caspases-4 and -8 as well as GSDM-D in monocytes, which may contribute to the overall amount of IL-1β and pathogenesis of malaria.

**Fig. 7:**
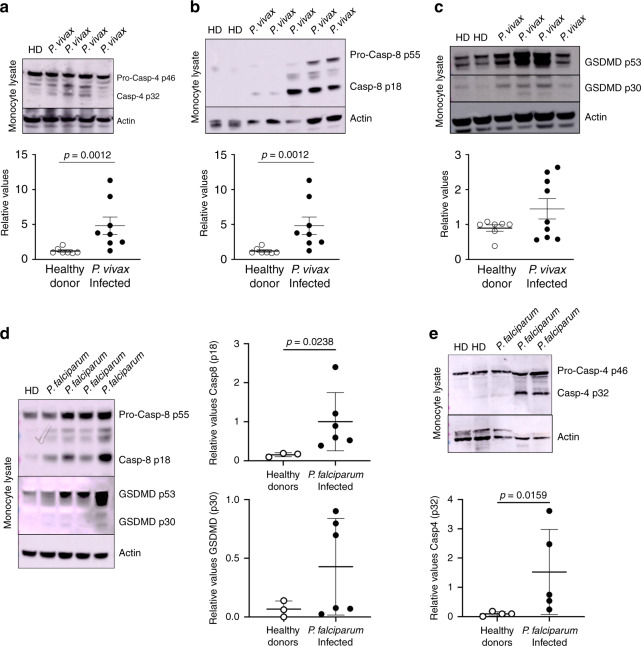
Activation of caspases-4 and -8 in monocytes from malaria patients. CD14^+^ monocytes were isolated from peripheral blood mononuclear cells (PBMCs) from healthy donors (HD) and malaria patients (*P. vivax*), lysed with RIPA buffer and analyzed by western blot. **a** Western blot was performed with an anti-caspase-4 antibody. The levels of caspase-4 p32 expression were analyzed by densitometry and shown in the bottom panel (HD *n* = 7 and *P. vivax* *n* = 8). **b** Western blot was performed with CD14^+^ monocytes lysates from two HD and five *P. vivax* malaria patients, and expression of caspase-8 (p55) and cleaved caspase-8 (p18) detected using an anti-caspase-8 antibody. The levels of caspase-8 p18 expression were analyzed by densitometry and shown in the bottom panel (HD *n* = 4 and *P. vivax* *n* = 9). **c** Western blot was performed with CD14^+^ monocytes lysates from HD as well as *P. vivax* malaria patients and revealed with an anti-GSDM-D antibody. The levels of cleaved GSDM-D p30 expression were analyzed by densitometry and shown in the bottom panel (HD *n* = 7 and *P. vivax* *n* = 9). **d** CD14 + monocytes lysate isolated from healthy donors (HD) and malaria patients (*P. falciparum*) were analyzed by western blot performed against caspase-8 and GSDM-D. The levels of caspase-8 and GSDM-D expression were analyzed by densitometry and shown in the side panels (HD *n* = 3 and *P. falciparum* *n* = 6). **e** CD14 + monocytes lysate isolated from healthy donors (HD) and malaria patients (*P. falciparum*) were analyzed by western blot performed against caspase-4. The levels of caspase-4 expression were analyzed by densitometry and shown in the bottom panel (HD *n* = 4 and *P. falciparum* *n* = 5). Statistical analysis was performed by two-tailed unpaired Mann–Whitney test at 95% CI. Densitometry graphs show mean ± s.e.m of samples from patients run on two to three representative gels with similar results.

## Discussion

*Plasmodium* infection results in activation of NLRs, inflammasome oligomerization, and caspase-1 via the canonical pathway in circulating and splenic monocytes. Upon secondary stimuli, these armed cells produce extremely high levels of IL-1β, which is thought to be a key cytokine-mediating high peak of fever as well as high sensitivity to endotoxic shock induced in bacterial superinfection^4–6,18,19^. However, the role of caspase-11 and the noncanonical inflammasome activation^21^ has not been taken into consideration. Furthermore, different studies demonstrate the role of caspase-8 on IL-1β synthesis and host cell death in bacterial and fungal infections^27–30^. Here, we report that caspase-11 and the homologous inflammatory human caspase-4, as well as caspase-8, are highly activated during *Plasmodium* infection, both in mouse and malaria patients. We found that while caspase-11 has a limited role, caspase-8 is essential for IL-1β release and to mediate hypersensitivity to septic shock and cerebral disease in ECM model.

Catalyzing the formation of β-hematin crystals (hemozoin) is a key strategy to detoxify the heme released from hemoglobin digestion by *Plasmodium* parasites^52^. Different studies have reported that phagocytosis of hemozoin results in caspase-1 activation and IL-1β secretion by monocytes/macrophages, and that this process is dependent on AIM2, NLRP3, and ASC oligomerization^4–6^. Indeed, it was found that DNA bound to hemozoin is essential to this process by activating TLR9 and inducing expression of inflammasome components as well as pro-IL-1β, whereas hemozoin crystals translocate to the cytoplasm of phagocytic cells and promote inflammasome assembling^6^. In addition, studies performed in our laboratory^19^ and elsewhere^53^ have shown that immunocomplexes-containing DNA present in plasma of malaria patients as well as opsonized infected RBCs also trigger the formation of inflammasome specks in human monocytes. However, most of the early studies that evaluated the role inflammasome in rodent malaria used a mouse strain that is double deficient for caspase-1 and caspase-11. Importantly, it was found in other infectious disease models that caspase-11 is involved in induction of pyroptosis, alarmin as well as IL-1β secretion, in a process that is independent of the canonical activation of inflammasome^21,54,55^. Hence, we revisited this question to evaluate the contribution of the noncanonical pathway on IL-1β release during malaria.

The inflammasome activation through the noncanonical pathway requires as starting point caspase-11 activation in the mouse. Once activated, these inflammatory caspases are thought to promote potassium efflux, NLRP3, and ASC oligomerization and consequently, caspase-1 activation that amplifies cleavage of pro-IL-1β^56–58^. Different studies also demonstrate that pro-caspase-11 is induced by Type I IFN as well as TLR agonists, such as LPS, Poly IC, or PAMCys3^34–37^. Recent studies have demonstrated that, like caspase-11, cytosolic LPS is an agonist for the noncanonical inflammasome in humans and revealed that the inflammatory caspase-4 is a direct sensor of bacterial endotoxin^22,57,59^.

We also found that in vivo *Plasmodium* infection was sufficient to activate caspase-11 in mice. As TLRs have been shown necessary in the process of priming for induction of pro-caspase-11 and TLR7 as well as TLR9 are strongly activated by infection with malaria parasites^31,60,61^, we investigated the role of NAS-TLRs on activation of the noncanonical inflammasome pathway. Importantly, activation of NAS-TLRs during malaria is important to trigger IL-12, which is necessary for maximal IFNγ response during acute infection with malaria^31,32,44,62^. We found that expression of pro-caspase-11 was diminished both in triple *Tlr3/7/9* as well as *Ifng* knockout mice infected with *P. chabaudi*. Importantly, our in vitro experiments indicate that whereas IFNγ is required to induce pro-caspase-11, activation with infected erythrocytes promoted cleavage of pro-caspase-11. Indeed, it has been demonstrated that a combined activation by NAS-TLRs and IFNγ results in high expression of pro-caspase-11 in the host cell cytoplasm^41^, which initiates the process of self-cleavage^63^.

It has also been shown that caspase-11 needs a secondary stimulus with cytosolic LPS to be activated and promote endotoxic shock in a process independent of TLR4^34,35^. It is established that LPS binds to the caspase-11 CARD domain and is required to promote caspase-11 activation. However, our in vivo and ex vivo experiments indicate that caspase-11 was not necessary to cleave caspase-1 and had a limited role in secretion of IL-1β or susceptibility to the low-dose LPS-induced shock. Different from the bacteria models described above, *Plasmodium* infection was sufficient to induce and activate caspase-11, and TLR4 was required to induce pro-IL-1β, the release of IL-1β, and lethality induced by LPS challenge.

In addition to caspase-1 and caspase-11, caspase-8 has also been shown to play a key role in regulating IL-1β secretion in bacterial and fungal infections^27–29^. These studies indicate that caspase-8 mediates the synthesis of pro-IL-1β by activating NF-κB. Unlike caspases-1 and -11, the role of caspase-8 does not seem to be IL-1β specific, since its deficiency also impairs the synthesis of other cytokines, such as TNFα and IL-6^46^. Consistently, we found that the release of both IL-1β and TNFα was highly impaired in the caspase-8-deficient mice infected with *Pc* or *PbA*.

Caspase-8 was also shown to be involved in GSDM-D cleavage^30^. However, in our experiments, caspase-8 was not required for caspase-1 or caspase-11 cleavage. Importantly, the *Pc*-infected *Gsdmd*^*−/−*^ phenocopied the *Casp1*^*−/−*^ mice, which were slightly more resistant to the LPS-induced shock. Intriguingly, *Plasmodium*-infected *Gsdmd*^*−/−*^ mice showed severe impairment of IL-1β release, but remained susceptible to the low-dose LPS challenge or ECM. Therefore, the lethality in these models cannot be explained solely based on cleavage and release of IL-1β. Furthermore, either *Casp1/11*^*−/−*^ ^50,51^ or *Gsdmd*^*−/−*^ mice were highly susceptible to ECM. Nevertheless, like *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^, the *Ripk3*^*−/−*^*/Casp8*^*−/−*^*/Gsdmd*^*−/−*^ mice were highly resistant to ECM. Together, these results indicate that while redundant in these malaria models, the role of caspase-8 is complementary but distinct from the canonical inflammasome that involves caspases-1 and GSDM-D activation.

Infection with *P. vivax* elicits high fever and paroxysm thought to be dependent on IL-1β, whereas *P. falciparum* infection is the most lethal species and the cause of cerebral malaria in humans, which is dependent on TNFα^47^. Hence, we evaluated whether inflammatory caspases and GSDM-D are activated in monocytes from malaria patients. We have previously shown that AIM2 and NLRP3 inflammasomes, as well as caspase-1, are activated in monocytes from malaria patients^18^. Here, we found that in vivo infection with either *P. vivax* or *P. falciparum* is sufficient to activate caspase-4 and cleave GSDM-D in monocytes without exposure to LPS. In addition, we found that monocytes from patients infected with *Plasmodium spp*. process caspase-8, indicating their potential role in IL-1β release and pathogenesis of malaria.

In conclusion, our results demonstrate that caspase-1, caspase-8, the mouse caspase-11, and its human ortholog caspase-4 are all activated in monocytes from *P. vivax* and *P. falciparum* malaria patients and mouse malaria models. The important role of the canonical activation of the inflammasome is revealed in caspase-8-deficient mice. While redundant, our data indicate that in these malaria models the mechanism by which caspases-1/11 promotes IL-1β release involves GSDM-D, whereas caspase-8 seems to mediate expression of pro-IL-1β and TNFα. As caspase-8 controls the release/expression of two key cytokines on *Plasmodium*-induced disease, it should be considered a potential target for therapeutic intervention in malaria patients.

## Methods

### Ethics statement

The Ethical Committee on Human Experimentation from Centro de Pesquisas em Medicina Tropical (CEP-CEPEM 096/2009), the Brazilian National Ethical Committee (CONEP 15653) from Ministry of Health and the Institutional Review Board from the University of Massachusetts Medical School (UMMS, IRB-ID11116) approved this study performed with malaria patients. Experiments with mice were conducted according to institutional guidelines for animal ethics and approved by the Institutional Ethics Committees from Oswaldo Cruz Foundation (Fiocruz-Minas, CEUA/LW15/14, and LW16/18) and UMMS (IACUC/A-2371-15), respectively.

### Malaria patients

Healthy donors volunteers (*n* = 8) from Porto Velho or Belo Horizonte were used as negative controls. Symptomatic febrile patients with acute uncomplicated *P. vivax* (*n* = 9) and *P. falciparum* malaria (*n* = 6) were recruited at CEPEM, an outpatient malaria clinic in Porto Velho, an endemic malaria area in the Amazon region of Brazil. Written informed consent was obtained before enrollment of all subjects. Up to 100 mL of peripheral blood was collected immediately after confirmation of *P. vivax* or *P. falciparum* infection by a standard thick blood smear. Peripheral blood was also collected from healthy donors living in an endemic area.

### Experimental infections

All mouse lineages used in this study have been backcrossed for at least ten generations into the C57BL/6 genetic background. *Casp11*^*−/−*^, *Casp1*^*−/−*^*/11*^*tg*^, and *Gsdmd*^*−/−*^ were provided by Dr. Vishva Dixit from Genentech (San Francisco, CA). *Caspase-1*^*−/−*^*/11*^*−/−*^ and *Tlr3*^*−/−*^ mice were provided by Dr. Richard Flavell from Yale University (New Haven, CT). The *Casp1*^*−/−*^ mice were provided by Dr. Devi Kanneganti Thirumala from St. Jude Children’s Research Hospital (Memphis, TN). *Ripk3*^*−/−*^*, Ripk3*^*−/−*^*/Casp8*^*−/−*^, and *Ripk3*^*−/−*^*/Casp8/1/11*^*−/−*^ were provided by Egil Lien. The *Tlr9*^*−/−*^, *Tlr4*^*−/−*^, and *Tlr7*^*−/−*^ mice were provided by Dr. Shizuo Akira from Osaka University (Osaka, Japan). The *Ripk3*^*−/−*^*/Casp8*^*−/−*^*/Gsdmd*^*−/−*^ and *Tlr3/7/9*^*−/−*^ mice were generated in our laboratory by genetic crosses. The C57BL/6, *Ifng*^*−/−*^, *Tnfr*^*−/−*^, *Ifnar1*^*−/−*^, and 129S6 were originally obtained from Jackson Labs. All mouse lineages mentioned above were bred and maintained in microisolators at Fiocruz-Minas and UMMS on a 12 h dark/light cycle, temperature range was 68–79 °F, and humidity between 30 and 70%. Female and male mice between 6 and 10 weeks old were used in all experiments.

The *P. chabaudi chabaudi AS* and *P. berghei* ANKA strains were used for experimental infection and kept in our laboratory as previously described^31,64^. Briefly, *P. chabaudi* and *P. berghei* strains were maintained in C57BL/6 mice by passages once and twice a week, respectively. For experimental infection, wild-type and various knockout mice were infected i.p. with 10^5^ infected red blood cells diluted in PBS 1×. In some experiments, mice 0 (uninfected controls) and 8 days post infection with *P. chabaudi* were challenged with LPS (serotypes O55:B55 or 0111:B4 from *E. coli* —Sigma and InvivoGen, respectively) and plasma collected 8 h later. LPS was used at a concentration 10 μg/mouse, as indicated. In experiments with *P. berghei* ANKA, mice were followed daily for survival and to score clinical symptoms. ECM signs included ruffled fur, abnormal postural responses, reduced reflexes, reduced grip strength, coma, and convulsions. Mice that demonstrated complete disability in all parameters or died between days 7 and 12 post infection were considered as having ECM^31,44^.

### Human monocyte lysates

PBMCs were isolated from whole blood on Ficoll-paque Plus (GE Healthcare). Monocytes were purified from PBMCs of *P. vivax* and *P. falciparum*-infected patients or healthy donors by using immunomagnetic beads for positive selection of CD14^+^ cells (Miltenyi Biotec). Cells were lysed with RIPA buffer (Sigma) solution with a protease inhibitor cocktail (ThermoFisher).

### Splenocytes and CD11b^+^ cells

Spleens from control and infected mice were passed through a 100-μm nylon cell strainer. After the first centrifugation (5 min 400 × *g*), tissue supernatant was collected. Erythrocytes were then lysed, washed, and splenocytes resuspended in RPMI 1640 medium supplemented with penicillin, streptomycin, and 10% fetal bovine serum (FBS) (Gibco, ThermoFisher). In some experiments, splenocytes (2 × 10^6^ cells) were stimulated in vitro with 1 μg/ml of LPS for 24–48 h. For experiments with CD11b^+^ cells purified from splenocytes, immunomagnetic beads for positive selection of CD11b^+^ cells (Miltenyi Biotec) were used.

### Bone marrow-derived monocytes (BMDMs)

Bone marrow cells from C57BL/6 mice were cultured in DMEM (Corning) with 10% FBS, 10 mM L-glutamine (Gibco, ThermoFisher), and 20% L929 supernatants. After 7 days 2 × 10^6^ BMDMs were cultured in 48-wells plate in 300 μl of medium without FBS. The BMDM were stimulated with 1:5 of red blood cells (RBC) or infected RBCs (iRBC), 40 ng/ml of IFNγ (Sigma), and 500 U/ml of IFN-I (Pbl Assay Science), as indicated in the figure legends. Between 16 and 24 h of in vitro stimulation, BMDMs were lysed with RIPA buffer (Sigma) solution. Culture supernatants were collected, and the soluble proteins were precipitated using chloroform (25% of supernatant volumes) and methanol (same supernatant volumes). After centrifugation at 20,000 × *g* for 10 min at 4 °C, the proteins pellet was dried in 56 °C and suspended in sample buffer.

### Western blotting

Total of mouse splenocytes, CD11b^+^ cells, BMDM, or monocytes from patients were lysed with RIPA buffer solution with a protease inhibitor cocktail. After 15 min on ice, lysates were centrifuged at 13,000 × *g* for 10 min at 4 °C. The proteins were separated in a 12%-acrylamide (caspase-11 and caspase-8) or 4–12% acrylamide (caspase-1/caspase-4/GSDM-D) NUPAGE Bis-tris Protein gels (Invitrogen) and transferred onto nitrocellulose membranes. The membranes were incubated with caspase-11 (Novus Biologicals, 1:1000), caspase-1 (Adipogen, 1:1000), caspase-4 (Cell Signaling, 1:1000), anti-mouse and anti-human caspase-8 (Enzo Life Science, 1:1000), anti-mouse cleaved caspase-8 (Cell Signaling, 1:500), anti-GSDM-D (sigma, 1:1000) and β-actin (Sigma, 1:2000) specific antibodies, then incubated with HRP-conjugated secondary antibodies (Jackson ImmunoResearch, 1:25,000) and detected with Clarity Max ECL Substrate (Biorad) using ImageLab Touch Software V6.0.1 (Bio-Rad). Bands quantification was performed with ImageStudio V5.2. Uncropped western blot is available in the Supplementary Information file (Supplementary Figs. 5–11).

### Cytokine measurements

Measurements of mouse IL-1β and TNFα in plasma or supernatant of splenocyte cultures were performed using commercially available ELISA Duoset kit (ThermoFisher). Absorbance was read with SOFTmaxPRO V4.3.1 LS.

### Flow cytometry

Splenocytes (5 × 10^6^ cells) from mice at 0 (uninfected controls) and 8 days post infection were harvested 2 h after challenge with LPS and stained with fluorescein-labeled monoclonal antibodies (mAbs) specific for cell surface markers or cytokines. The following flow cytometry mAbs specific were used: CD11c-Alexa fluor 700 (1:100), MHC II-APCCy7 (1:200), F4/80- APC (Biolegend, 1:200), CD11b-PECy7 (1:4000), pro-IL-1β-FITC (eBioscience, 1:100), and AmCyan (Live/Dead kit, ThermoFisher). The intracellular fixation and permeabilization buffer set of eBioscience (ThermoFisher) were used to perform pro-IL-1β stain.

### Cell sorting

Spleens from the C57BL/6 control uninfected and *PbA*-infected mice, at 5 days post infection, were harvested, and splenocytes stained with Ly6G (FITC, 1:400) CD11b (PECy7, 1:4000), F4/80 (PECy5, 1:200), CD11c (Alexa fluor 700, 1:100), MHC II (APCCy7, 1:200), and DC-SIGN (APC e-fluor 660, 1:800) and then submitted to purification by using a cell sorting ARIA (BD). These cells were first gated on FSC-H/FSC-A, to avoid doublets. Next, we gated on Ly6G^−^, then CD11b^+^F4/80^+^. Cells from noninfected controls were then gated on MHC II^-^ DC-SIGN^-^ and from infected mice on MHC II^high^ DC-SIGN^high^. The gated cells were sorted, collected into fresh new tubes, the MO-DCs were confirmed to be CD11c^+^ and then used for RNA extraction and RNA-Seq.

### RNA-Seq samples and library preparation

RNA-seq was performed in biological replicates (three mice per group). Monocytes and MO-DCs were purified from splenocytes using a cell sorting ARIA (BD). Since *PbA* infection leads to severe cerebral symptoms and death after the 6th day of infection, MO-DCs (CD11b^+^F4/80^+^CD11c^+^DC-Sign^+^MHC II^+^) were collected from *PbA*-infected C57BL/6 mice at day 5 post infection and monocytes (CD11b^+^F4/80^+^CD11c^−^DC-Sign^−^MHC II^−^) collected from noninfected mice. The total RNA was extracted using the Qiagen RNeasy Mini Kit (Qiagen), and was cleaned and treated with DNase I (Qiagen). RNA-seq libraries were prepared using the TruSeq Stranded mRNA Kit (ILLUMINA) following the manufacturer’s instructions. The total RNA and library quality were verified by fragmentation analysis (Agilent Technologies 2100 Bioanalyzer) and submitted for sequencing on the Illumina NextSeq 500 (Bauer Core Facility Harvard University).

### RNA-Seq analysis

Reads previously trimmed with Trimmomatic (Bolger et al.^65^) were mapped to the Genome Reference Consortium Mouse Build 38 patch release 5 (GRCm38.p5) using STAR aligner (Dobin et al.^66^) and the Fragments Per Kilobase of transcript per million mapped read (FPKM) values and the differential analysis were calculated with CUFFLINKS (Trapnell et al.^67^). Genes which were differentially expressed in response to the infection with fold change ≥ 1.5 were analyzed for pathway enrichment and network analysis with IPA– Ingenuity Pathway Analysis from Qiagen (USA); and graphs were done in R statistical environment, version 3.4.3 (R Core Team, 2019) and Cytoscape software (Shannon et al.^68^).

### Reagents and softwares

Please see Supplementary Table 1.

### Statistical analysis

All data were analyzed using Graphpad Prism V7.0 Software. The differences between two groups were verified using *t* test or the Mann–Whitney test for parametric or nonparametric data, respectively, at 95% confidence interval (CI). For analysis of multiple groups, we used one-way or two-way analysis of variance (ANOVA) with additional Bonferroni’s test at 95% CI. Differences were considered statistically significant when the *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). RNA-seq data are available at the Gene Expression Omnibus Database, GEO accession number is: GSE126381. All data from this study are available in figshare with the identifier: 10.6084/m9.figshare.12751163.v1. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Caspase-8 mediates inflammation and disease in rodent malaria
**Source:** Nat Commun. 2020 Sep 14;11:4596. doi: 10.1038/s41467-020-18295-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

Caspase-8 mediates inflammation and disease in rodent malaria

Pereira et al.

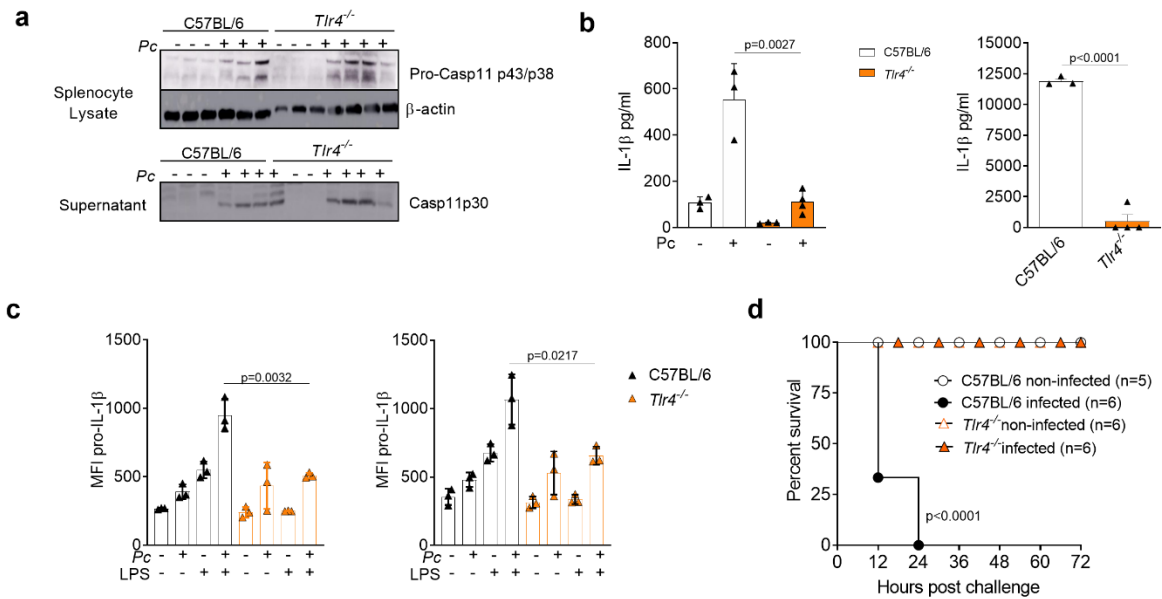

**Supplementary Figure 1: TLR4-induced expression of pro-IL1 $\beta$  in *Pc*-infected mice challenged with LPS.** All results presented in this figure were obtained from C57BL/6 and *Tlr4*<sup>-/-</sup> mice either uninfected or at 8 days after infection with *P. chabaudi*, as indicated. **(a)** Splenocytes from mice were lysed with RIPA buffer and analyzed by Western blot using an anti-caspase-11 antibody. Supernatants obtained from splenocyte centrifugation at 400 x g for 5 minutes were analyzed by Western blot using an anti-caspase-11 antibody. Blot employing anti- $\beta$ -actin was used as loading controls. **(b-left panel)** Splenocytes of uninfected and infected mice were stimulated *in vitro* with LPS (1 $\mu$ g/ml) and IL-1 $\beta$  levels measured by ELISA in 24 hours culture supernatants. **(b-right panel)** Mice were inoculated i.v. with 10  $\mu$ g/mouse of LPS and plasma collected to measure the levels of circulating IL-1 $\beta$  at 8 hours post-challenge. For all groups n=3 except for infected *Tlr4*<sup>-/-</sup> n=4. **(c)** Splenocytes from uninfected and infected C57BL/6 and *Tlr4*<sup>-/-</sup> mice were stimulated with 1  $\mu$ g/mL of LPS and after two hours used for intracellular staining of pro-IL1 $\beta$ . The pro-IL1 $\beta$  MFI quantification was assayed in live (Live/Dead<sup>-</sup>) monocytes (CD11b<sup>+</sup>F4/80<sup>+</sup>, left panel) and monocyte-derived dendritic cells (CD11b<sup>+</sup>F4/80<sup>+</sup>CD11c<sup>+</sup>MHC II<sup>+</sup>, right panel) by flow cytometry. For all groups n=3. **(d)** Non-infected and infected mice were challenged with 10  $\mu$ g/mouse of LPS and followed for survival. In a is a representative blot of two different experiments. In b-d mean  $\pm$  s.e.m are representatives of two-three different experiments; statistical analysis by unpaired parametric Student's t test. Survival curve was analyzed by log-rank test.

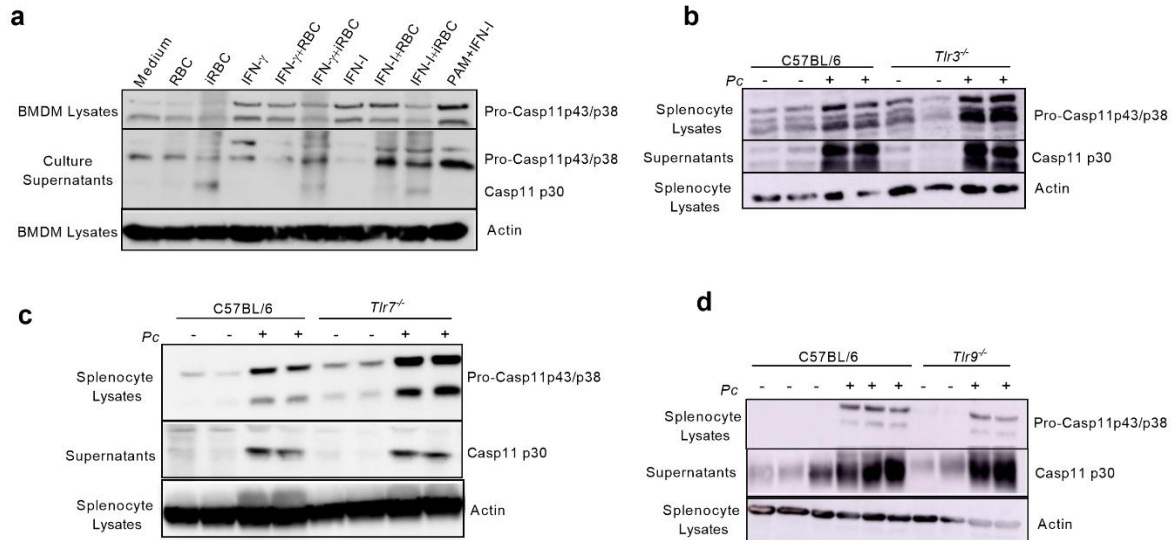

**Supplementary Figure 2: Expression of Caspase-11 in *Pc*-infected mice requires IFN- $\gamma$  and NAS-TLRs.** (a) Bone marrow derived macrophages (BMDMs) were cultured in the presence or absence of IFN $\gamma$  (40 ng/ml), IFN-I (500 U/ml), uninfected red blood cells (RBCs) and/or *Pc*-infected RBCs (iRBCs). Sixteen hours after stimulation, the BMDMs were lysed with RIPA buffer, supernatants collected for protein precipitation and analyzed by Western blot with an anti-caspase-11 antibody. On days 0 (uninfected) and 8 post-infection splenocyte lysates and supernatants obtained from C57BL/6 and (b) *Tlr3*<sup>-/-</sup>, (c) *Tlr7*<sup>-/-</sup> as well as (d) *Tlr9*<sup>-/-</sup> mice were analyzed by Western blot using an anti-caspase-11 antibody. Blots employing anti- $\beta$ -actin were used as loading controls. In a-d, blots are representative of 2 different experiments.

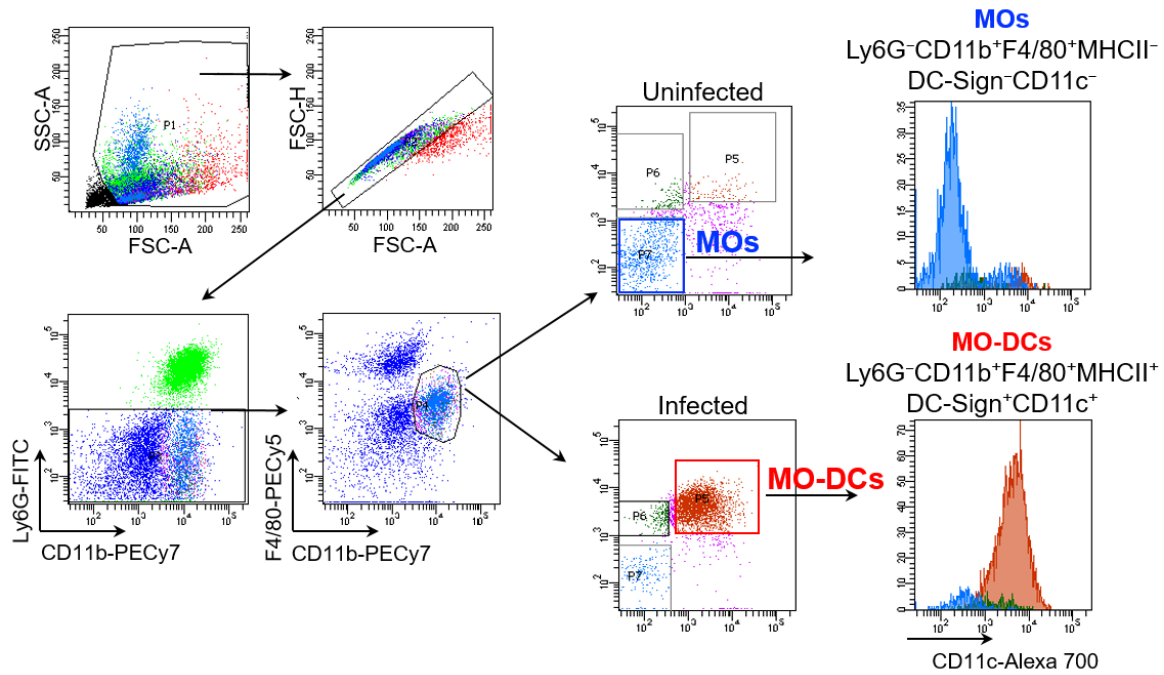

**Supplementary Figure 3: Gating Strategy for the analysis of splenic MOs and MO-DCs.** Splenocytes were pulled from C57BL/6 mice and isolation of specific populations was performed. MOs (Ly6G<sup>-</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>DC-SIGN<sup>-</sup>MHCII<sup>-</sup>) were isolated from uninfected mice and MO-DCs (Ly6G<sup>-</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>DC-Sign<sup>+</sup>MHCII<sup>+</sup>) were isolated from infected mice. All MFI data from the manuscript were performed in MOs or MO-DCs using the gating strategies showed in this figure.

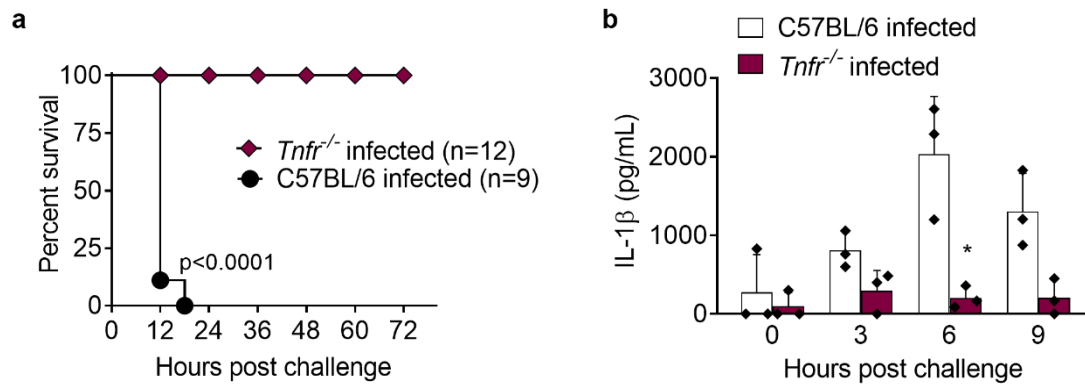

**Supplementary Figure 4: Impaired IL-1 $\beta$  release in *Pc*-infected *Tnfr*<sup>-/-</sup> mice challenged with LPS.** (a) Non infected controls and *Pc*-infected C57BL/6 and *Tnfr*<sup>-/-</sup> mice were challenged with 10  $\mu$ g/mouse of LPS and followed for survival. (b) C57BL/6 (n=3) and *Tnfr*<sup>-/-</sup> (n=3) mice were inoculated i.v. with 10  $\mu$ g/mouse of LPS and plasma collected before (time 0), 3, 6 and 9 hours after LPS inoculation to measure the levels of circulating IL-1 $\beta$  by ELISA. All data is representative of two-different experiments. Survival curve was analyzed by log-rank test. In b, statistical analysis by two-way ANOVA. \* p=0.01.

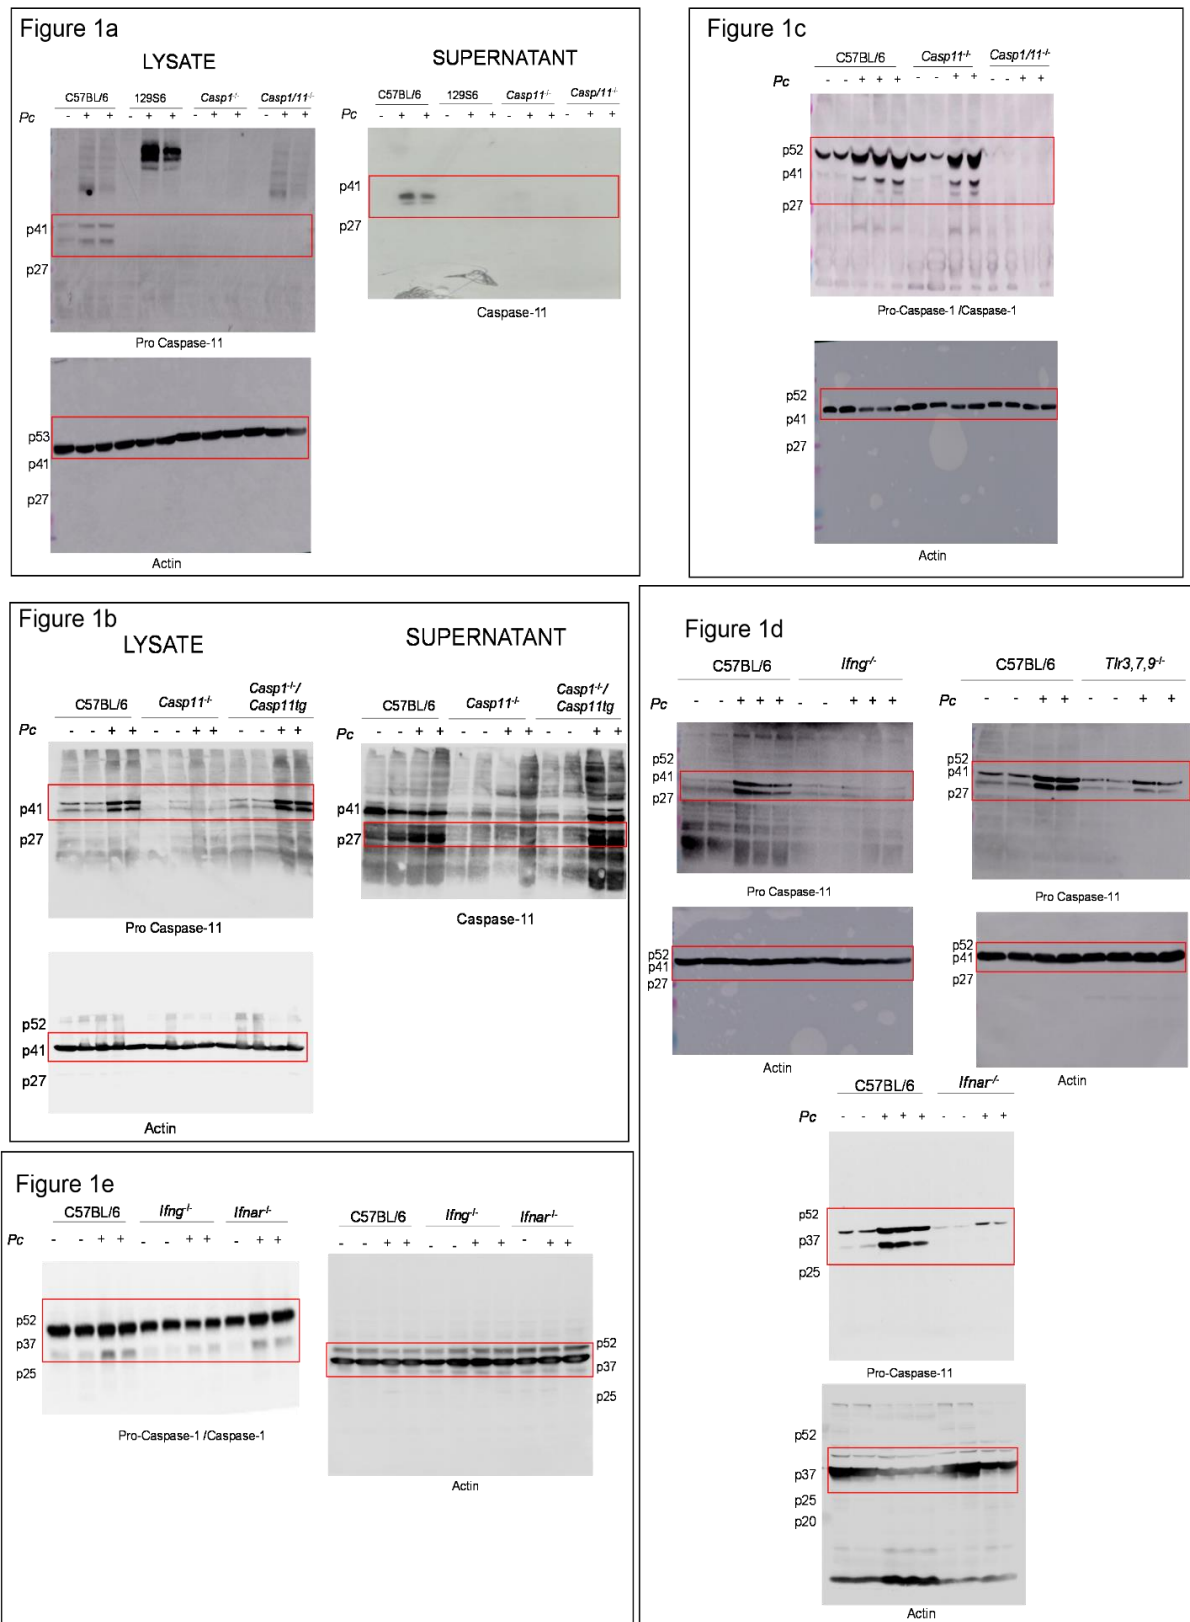

**Supplementary Figure 5: Uncropped Western blots from Figure 1.** Membranes were probed using the antibodies against indicated proteins (anti caspase-1, anti-caspase-11, anti-actin).

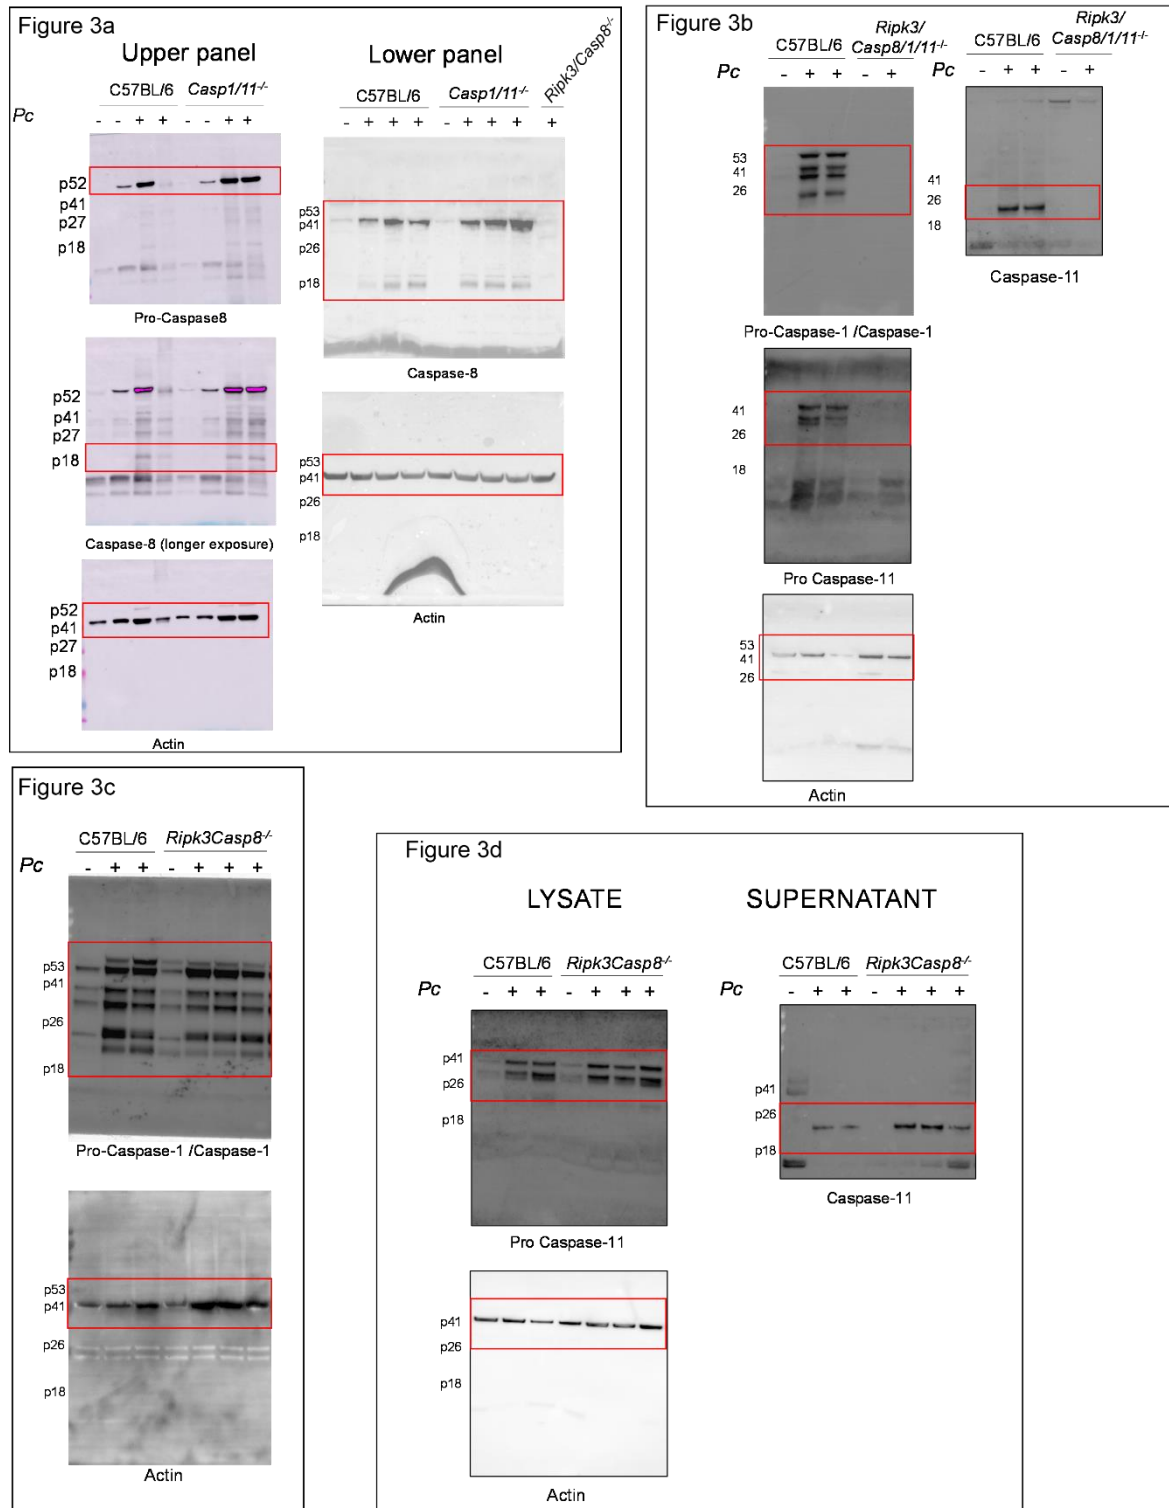

**Supplementary Figure 6: Uncropped Western blots from Figure 3.** Membranes were probed using the antibodies against indicated proteins (anti-caspase-8, anti-cleaved-caspase-8, anti-caspase-1, anti-caspase-11, anti-actin).

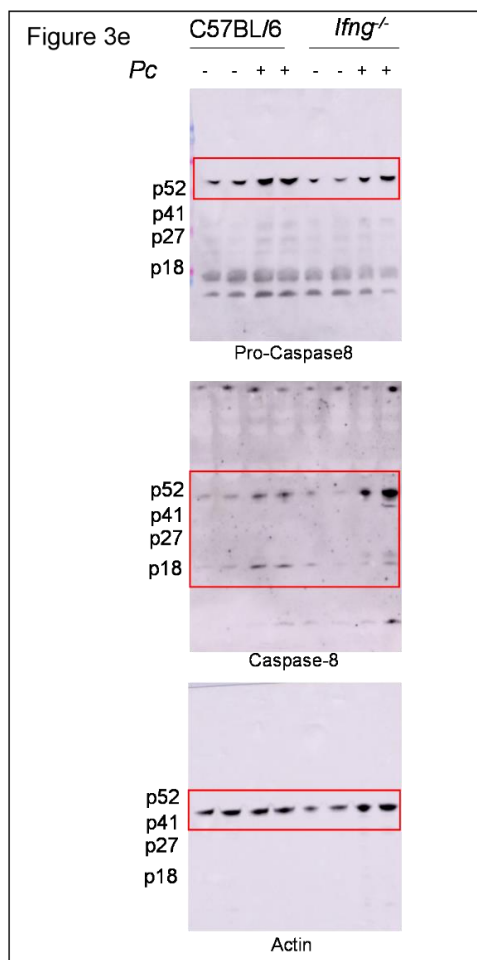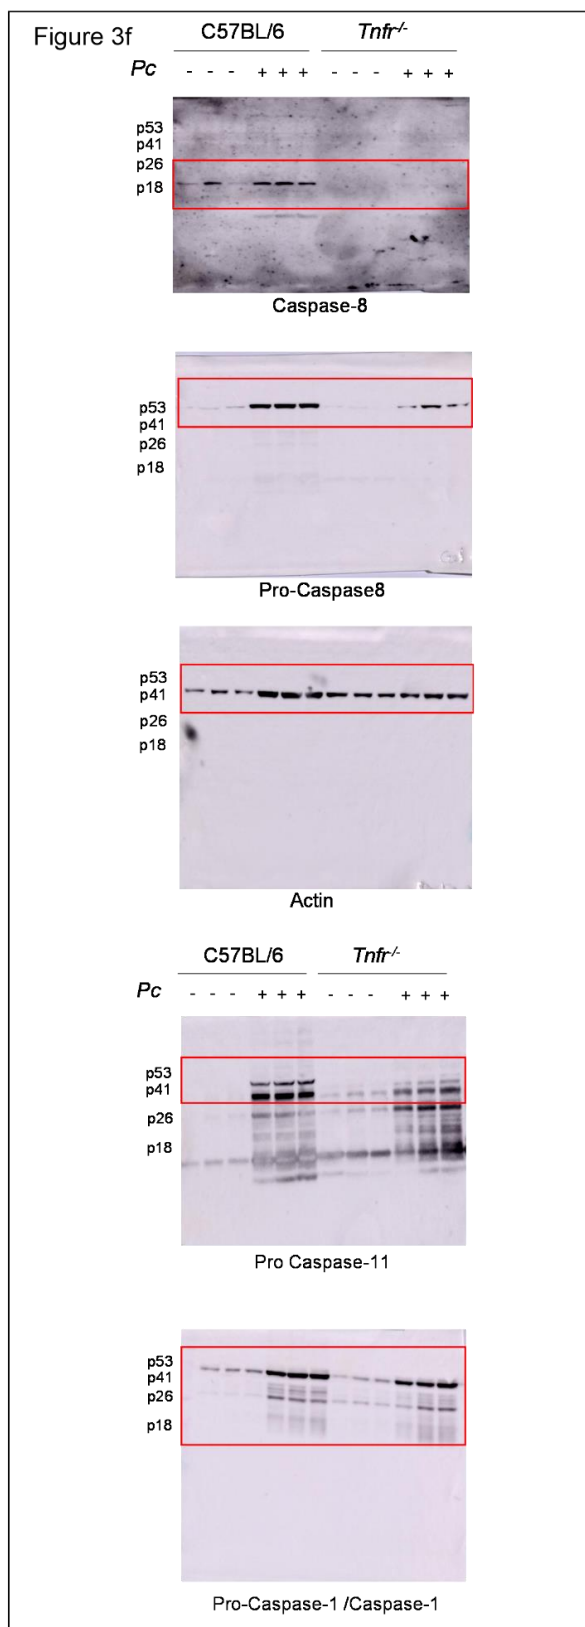

**Supplementary Figure 7: Uncropped Western blots from Figure 3.** Membranes were probed using the antibodies against indicated proteins (anti-caspase-8, anti-cleaved-caspase-8, anti-caspase-1, anti-caspase-11, anti-actin).

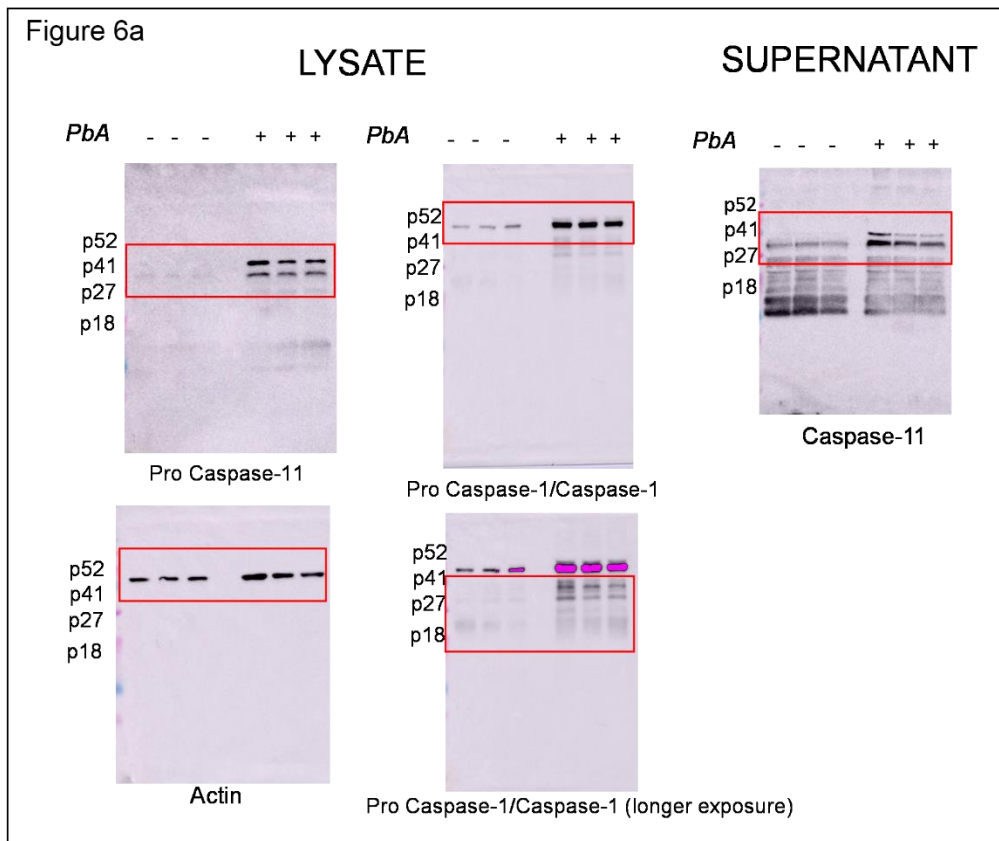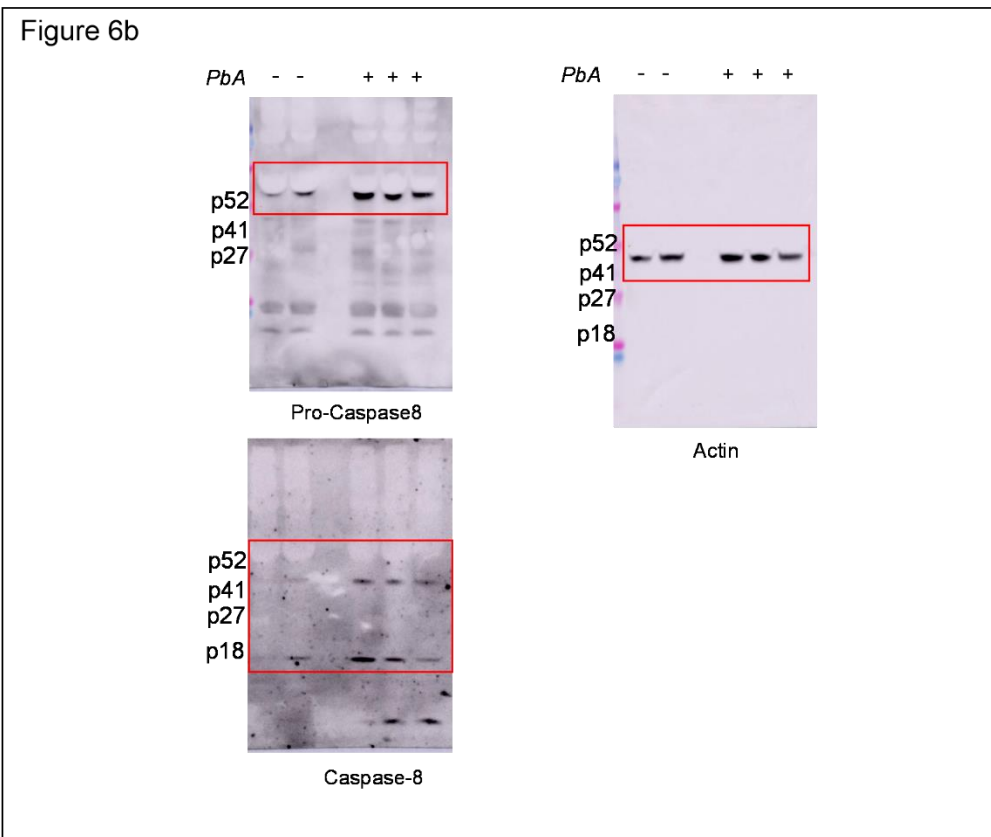

**Supplementary Figure 8: Uncropped Western blots from Figure 6.** Membranes were probed using the antibodies against indicated proteins (anti-caspase-8, anti-cleaved-caspase-8, anti-caspase-1, anti-caspase-11, anti-actin).

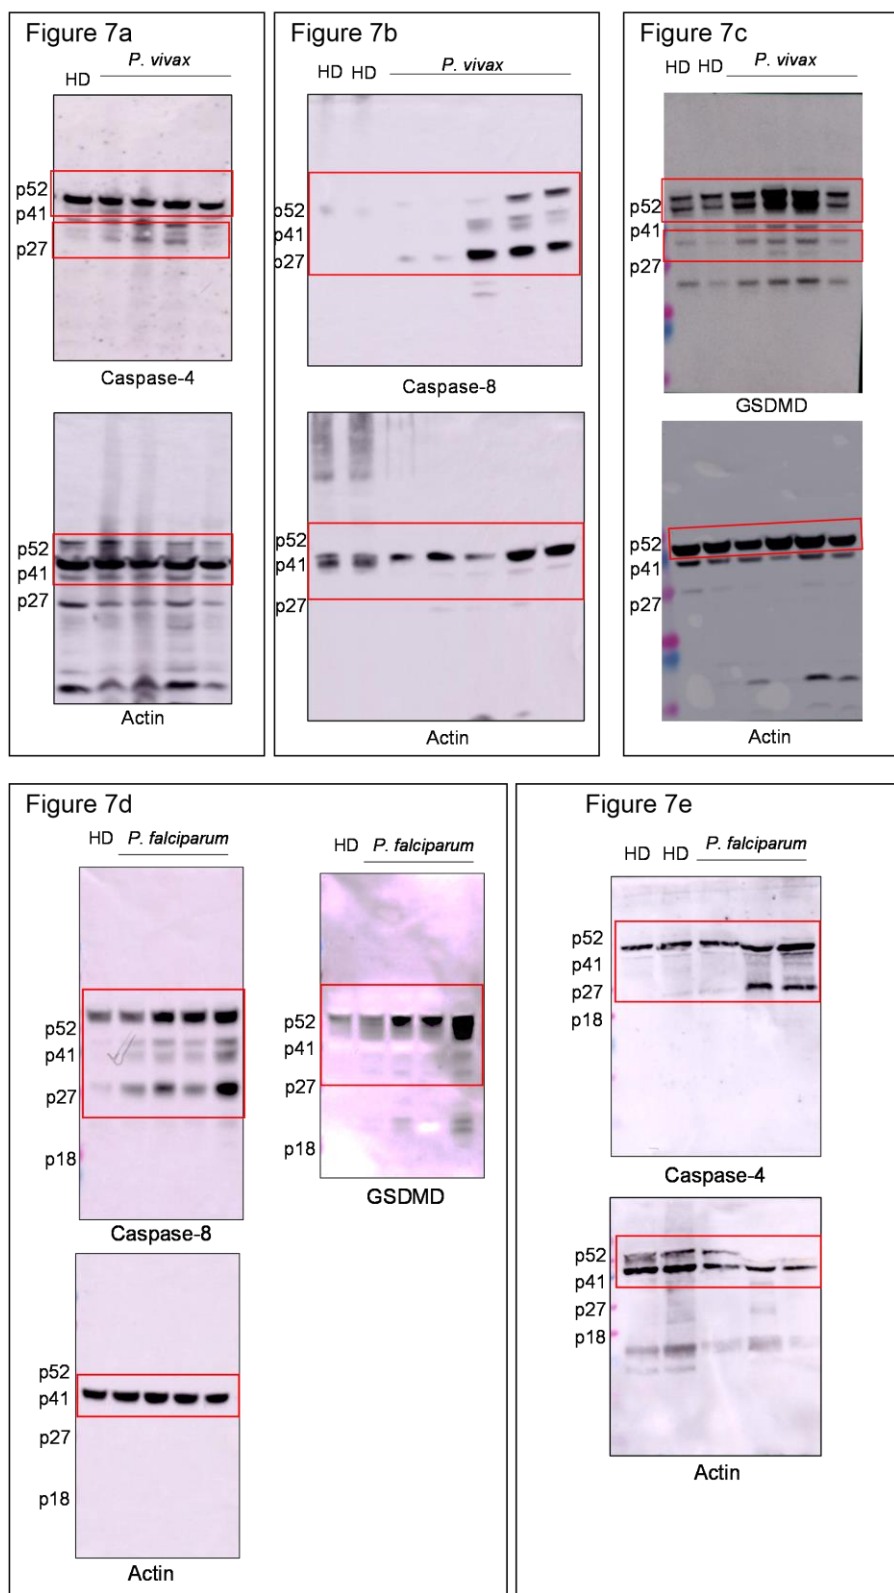

**Supplementary Figure 9: Uncropped Western blots from Figure 7.** Membranes were probed using the antibodies against indicated human proteins (anti-caspase-4, anti-caspase-8, anti-GSDMD, anti-actin).

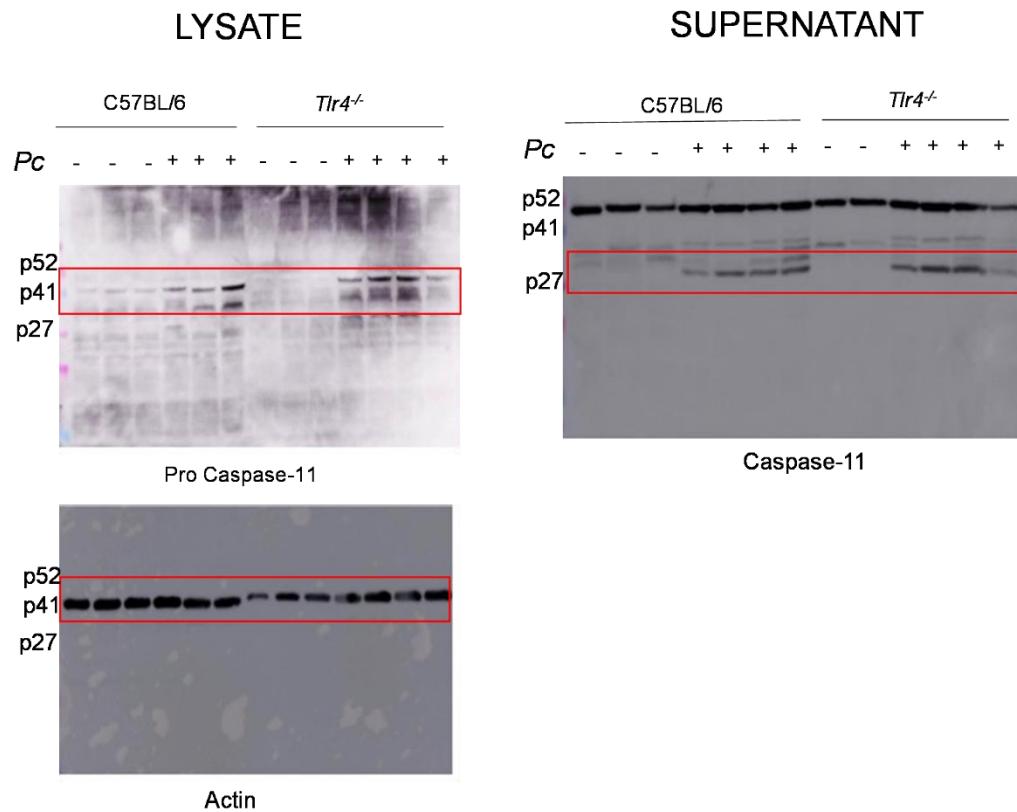

**Supplementary Figure 10: Uncropped Western blots from Supplementary Figure 1.** Membranes were probed using the antibodies against indicated proteins (anti-caspase-11, anti-actin).

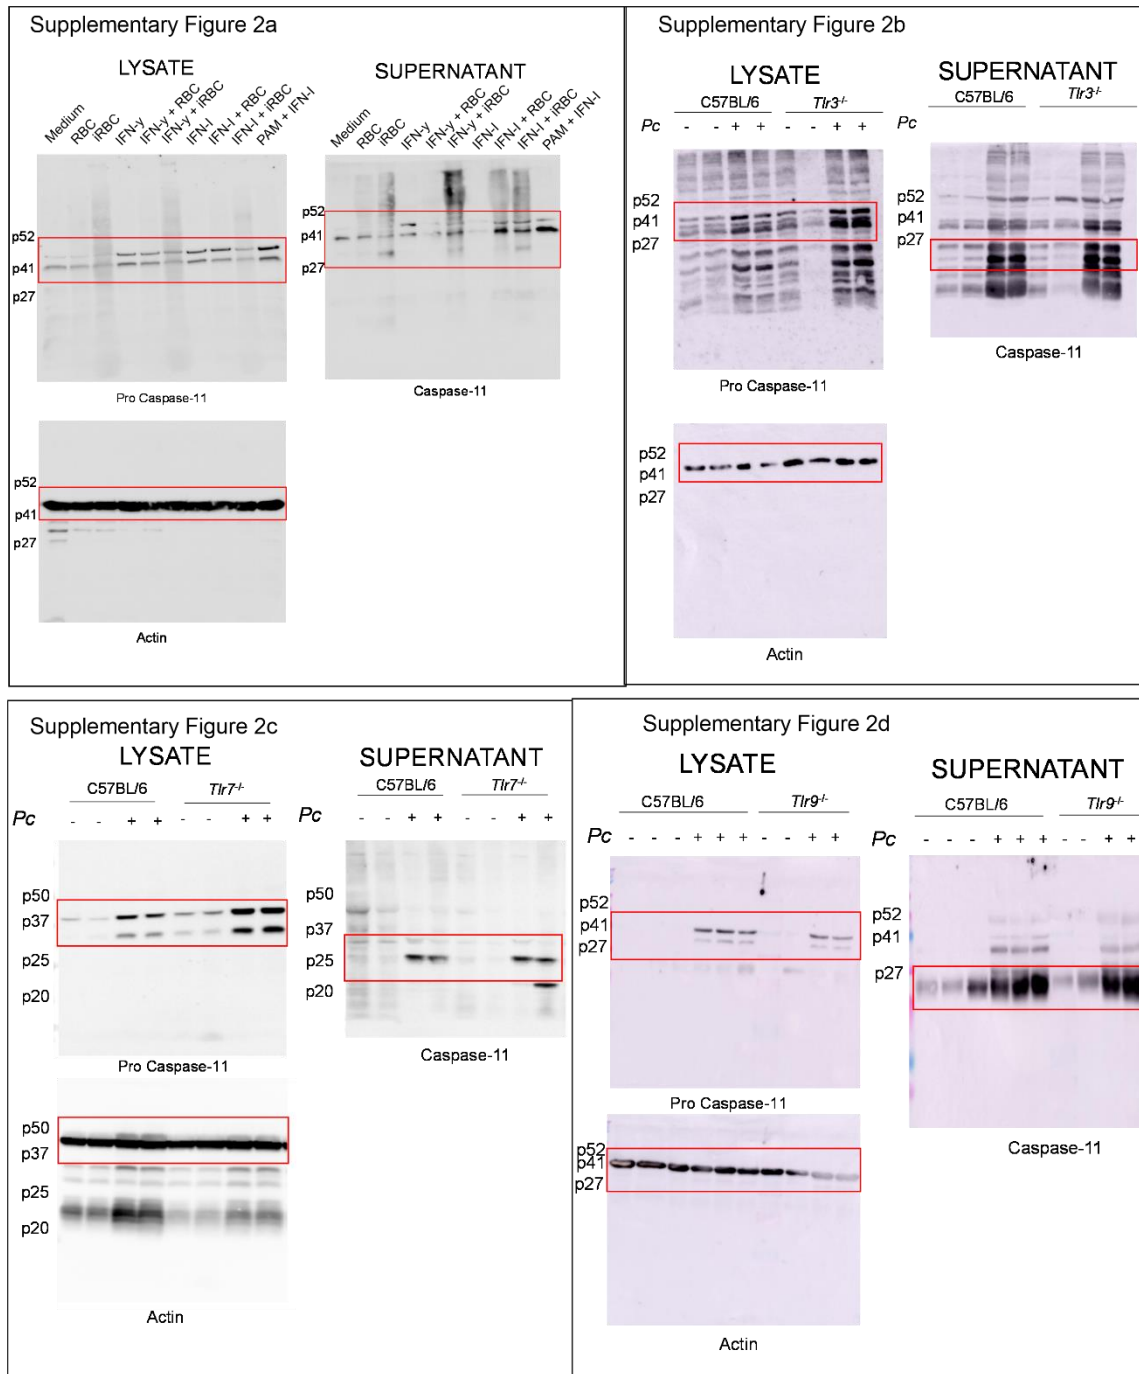

**Supplementary Figure 11: Uncropped Western blots from Supplementary Figure 2.** Membranes were probed using the antibodies against indicated proteins (anti-caspase-11, anti-actin).

**Supplementary Table 1: List of reagents and software**

| Reagent or Resource                       | Source                 | Identifier                            |
|-------------------------------------------|------------------------|---------------------------------------|
| Anti-Casp4                                | Cell Signaling         | Cat# 4450S RRID:AB_1950386            |
| Anti-Casp8 (Human) (Clone 12F5)           | Enzo Lifescience       | Cat# ALX-804-242-C100 RRID:AB_2050949 |
| Anti-Casp8 (Mouse) (Clone 1G12)           | Enzo Lifescience       | Cat# ALX-804-447-C100 RRID:AB_2050952 |
| Anti-GSDM-D (Human) (Clone 126-138)       | Sigma                  | Cat# G7422 RRID:AB_1850381            |
| Anti-Casp1 (Clone Casper-1)               | Adipogen               | Cat# AG-20B-0042 RRID:AB_2490248      |
| Anti Casp11 (Clone 17D9)                  | Novus Biologicals      | Cat# NB120-10454 RRID:AB_2259600      |
| Anti-Cleaved Casp8 (Clone D5B2)           | Cell Signaling         | Cat# 8592 RRID:AB_10891784            |
| Anti-Actin                                | Sigma                  | Cat# A2066 RRID:AB_476693             |
| Anti-Mouse (HRP)                          | Jackson ImmunoResearch | Cat# 115-035-003 RRID:AB_10015289     |
| Anti-Rabbit (HRP)                         | Jackson ImmunoResearch | Cat# 111-035-144 RRID:AB_2307391      |
| Anti-Rat (HRP)                            | Jackson ImmunoResearch | Cat# 112-035-175, RRID:AB_2338140     |
| Anti-CD11b Pcy7 (Clone M1/70)             | eBioscience            | Cat# 25-0112-82 RRID:AB_469588        |
| Anti-F4/80 APC (Clone BM8)                | Biolegend              | Cat# 123116 RRID:AB_893481            |
| Anti-F4/80 PECy5 (Clone BM8)              | eBioscience            | Cat# 15-4081-82 RRID: AB_468798       |
| Anti-CD11c AF700 (Clone N418)             | Biolegend              | Cat# 117320 RRID:AB_528736            |
| Anti-MHCII Apccy7 (Clone M5/114.15.2)     | Biolegend              | Cat# 107628 RRID:AB_2069377           |
| Anti-Pro-IL-1 $\beta$ FITC (Clone NJTEN3) | eBioscience            | Cat# 11-7114-82 RRID:AB_10718251      |
| Anti-Ly6G FITC (clone 1A8)                | eBioscience            | Cat# 11-9668-82 RRID AB_2572532       |
| Anti-DC-SIGN (clone MMD3)                 | eBioscience            | Cat# 50-2094-82 RRID AB_11219065      |
| CD14 microbeads                           | Miltenyi Biotec        | Cat# 130-050-201                      |

|                                         |                   |                                                                                                                   |
|-----------------------------------------|-------------------|-------------------------------------------------------------------------------------------------------------------|
| CD11b microbeads                        | Miltenyi Biotec   | Cat# 130-049-601                                                                                                  |
| Mouse IL-1 $\beta$ ELISA                | ThermoFisher      | Cat# 88-7013-88                                                                                                   |
| Mouse TNF $\alpha$ ELISA                | ThermoFisher      | Cat# 88-7346-88                                                                                                   |
| Recombinant mouse IFN $\gamma$          | Sigma Aldrich     | Cat# I4777                                                                                                        |
| Recombinant type I IFN                  | PBL Assay Science | Cat# 11200-2                                                                                                      |
| LPS O55:B55 From <i>E. Coli</i>         | Sigma Aldrich     | Cat# L2880                                                                                                        |
| Ultrapure LPS, <i>E. coli</i> 0111:B4   | InvivoGen         | Cat# tlr1-3pelps                                                                                                  |
| Ficoll-Paque Plus                       | GE Healthcare     | Cat# 17-1440-02                                                                                                   |
| RPMI                                    | Corning           | Cat# 10-040-CV                                                                                                    |
| DMEM                                    | Corning           | Cat# 10-01300CV                                                                                                   |
| Fetal Bovine Serum                      | ThermoFisher      | Cat# 16000-044                                                                                                    |
| Penicillin And Streptomycin             | Corning           | Cat# 30-001-CI                                                                                                    |
| PBS                                     | Corning           | Cat# 21-040-CM                                                                                                    |
| RIPA Buffer                             | Sigma             | Cat# R0278                                                                                                        |
| HALT Protease inhibitor cocktail        | ThermoFisher      | Cat# PI78443                                                                                                      |
| Clarity Max Western ECL Substrate       | BioRad            | Cat# 1705062                                                                                                      |
| Qiagen RNeasy Mini Kit                  | Qiagen            | Cat#74104                                                                                                         |
| Qiagen Rnase-Free Dnase Set             | Qiagen            | Cat# 79254                                                                                                        |
| TruSeq Stranded mRNA Kit                | Illumina          | Cat# 15032612                                                                                                     |
| AmCyan Live/Dead Cell Viability Assay   | ThermoFisher      | Cat# L34957                                                                                                       |
| Flowjo                                  | Flowjo            | <a href="http://www.flowjo.com/">Http://Www.Flowjo.Com/</a>                                                       |
| Excel                                   | Microsoft         | <a href="http://www.products.office.com/en-us/excel">Http://Www.Products.Office.Com/En-Us/Excel</a>               |
| Graphpad Prism 7.0 Software             | Graphpad Software | <a href="http://www.graphpad.com/scientificsoftware/prism/">Http://Www.Graphpad.Com/Scientificsoftware/Prism/</a> |
| The R project for statistical computing | R Foundation      | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                               |

|                            |                                     |                                                                                                                                                                   |
|----------------------------|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Trimmomatic                | Bolger et al., 2014. <sup>1</sup>   | <a href="http://www.usadellab.org/cms/?page=trimmomatic">http://www.usadellab.org/cms/?page=trimmomatic</a>                                                       |
| CUFFLINKS                  | Trapnell et al., 2012. <sup>2</sup> | <a href="http://cole-trapnell-lab.github.io/cufflinks/">http://cole-trapnell-lab.github.io/cufflinks/</a>                                                         |
| STAR aligner               | Dobin et al., 2013. <sup>3</sup>    | STAR aligner                                                                                                                                                      |
| Ingenuity Pathway Analysis | Qiagen                              | <a href="https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/">https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/</a> |

## Supplementary references

1. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30(15)**, 2114-2120 (2014).
2. Trapnell, C., Roberts, A., Goff, L. *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* **7**, 562–578 (2012).
3. Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).

# Supplementary material for: Caspase-8 mediates inflammation and disease in rodent malaria
**Source:** Nat Commun. 2020 Sep 14;11:4596. doi: 10.1038/s41467-020-18295-x
**Supplement:** Supplementary file 3 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

Western Blot Images: ImageLab™ Touch Software V6.0.1 (Bio-Rad)  
Flow Cytometry: BD FACSDIVA V8.0.1  
ELISA: SOFTmaxPRO V4.3.1 LS

### Data analysis

Microsoft Excel 2006  
Western Blot Images: ImageStudio™ V5.2  
Flow Cytometry: FlowJo V10.5.3  
RNA-Seq: -Trimmomatic V0.32  
-STAR aligner V2.4.0.1  
-Cufflinks V2.2.1  
-IPA – Ingenuity Pathway Analysis V01-12 (Qiagen)  
-Cytoscape V3.7.1  
Statistics: -R Project for Statistical Computing V3.6.2(<https://www.r-project.org/>)  
-GraphPad Prism V7.0c

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data sets generated and analyzed during the current study are available in the GEO-Gene Expression Omnibus (NCBI) repository access code GSE126381, [ <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126381>]. The manuscript contains a data availability statement with this code and indication to accessing raw data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The group sizes for experiments with mice or human samples were determined by power calculations statistical analysis.                                                                                                                                                   |
| Data exclusions | Negative and positive controls have worked properly so no data were excluded from the analysis.                                                                                                                                                                          |
| Replication     | The experiments were repeated at least twice, if the statistical significance was $P < 0.05$ . In case we have find a trend but the data didn't reach a statistical significance, the experiment was repeated a third time. All attempts at replication were successful. |
| Randomization   | In both human and mouse experiments we used age and sex-matched individual in the control groups.                                                                                                                                                                        |
| Blinding        | Except for the clinical score that was somewhat subjective; which performed by two independent observers, we didn't find the need for blinding analysis in the other experiments because the phenotypes were very distinct.                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

-Anti-Casp4 Cell Signaling Cat# 4450S RRID:AB\_1950386  
 -Anti-Casp8 (Human) (Clone 12F5) Enzo Lifescience Cat# ALX-804-242-C100 RRID:AB\_2050949  
 -Anti-Casp8 (Mouse) (Clone 1G12) Enzo Lifescience Cat# ALX-804-447-C100 RRID:AB\_2050952  
 -Anti-Gsdmd (Human) (Clone 126-138) Sigma Cat# G7422 RRID:AB\_1850381  
 -Anti-Casp1 (Clone Casper-1) Adipogen Cat# AG-20B-0042 RRID:AB\_2490248  
 -Anti-Casp11 (Clone 17D9) Novus Biologicals Cat# NB120-10454 RRID:AB\_2259600  
 -Anti-Cleaved Casp8 (Clone D5B2) Cell Signaling Cat# 8592 RRID:AB\_10891784  
 -Anti-Actin Sigma Cat# A2066 RRID:AB\_476693  
 -Anti-Mouse (HPR) Jackson ImmunoResearch Cat# 115-035-003 RRID:AB\_10015289

-Anti-Rabbit (HPR) Jackson ImmunoResearch Cat# 111-035-144 RRID:AB\_2307391  
 -Anti-Rat (HRP) Jackson ImmunoResearch Cat# 112-035-175, RRID:AB\_2338140  
 -Anti-CD11b Pcy7 (Clone M1/70) eBioscience Cat# 25-0112-82 RRID:AB\_469588  
 -Anti-F4/80 APC (Clone BM8) Biolegend Cat# 123116 RRID:AB\_893481  
 -Anti-F4/80 PECy5 (Clone BM8) eBioscience Cat# 15-4081-82 RRID: AB\_468798  
 -Anti-CD11c AF700 (Clone N418) Biolegend Cat# 117320 RRID:AB\_528736  
 -Anti-MHCII APCy7 (Clone M5/114.15.2) Biolegend Cat# 107628 RRID:AB\_2069377  
 -Anti-Pro-IL-1B FITC (Clone NJTEN3) eBioscience Cat# 11-7114-82 RRID:AB\_10718251  
 -Anti-Ly6G FITC (clone 1A8) eBioscience Cat# 11-9668-82 RRID AB\_2572532  
 -Anti-DC-SIGN E-Fluor 660 (clone MMD3) eBioscience Cat# 50-2094-82 RRID AB\_11219065

## Validation

All antibodies were commercial and validated by the manufacturer. The antibodies for flow cytometry have been tested for mouse splenocytes and were properly titrated before the experiments. The dilutions of antibodies used for Western Blot were recommended by the manufacturer and optimized in our experiments.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All mouse lineages used in this study have been backcrossed for at least 10 generations into the C57BL/6 genetic background. Caspase-11<sup>-/-</sup>, Caspase-1<sup>-/-</sup>/11tg and GSDM-D<sup>-/-</sup> were provided by Dr. Vishva Dixit from Genentech (San Francisco, CA). Caspase-1<sup>-/-</sup>/11<sup>-/-</sup> and TLR3<sup>-/-</sup> mice were provided by Dr. Richard Flavell from Yale University (New Haven, CT). The Caspase 1<sup>-/-</sup> mice were provided by Dr. Devi Kanneganti Thirumala from St. Jude Children's Research Hospital (Memphis, TN). RIP3<sup>-/-</sup>, Caspase 8<sup>-/-</sup> RIP3<sup>-/-</sup> and Caspase 1<sup>-/-</sup>/11<sup>-/-</sup>/8<sup>-/-</sup>/RIP3<sup>-/-</sup> were provided by Egil Lien. The TLR9<sup>-/-</sup>, TLR4<sup>-/-</sup> and TLR7<sup>-/-</sup> mice were provided by Dr. Shizuo Akira from Osaka University (Osaka, Japan). The RIP3<sup>-/-</sup>-caspase-8<sup>-/-</sup>/GSDM-D<sup>-/-</sup> and TLR3/7/9<sup>-/-</sup> mice were generated in our laboratory by genetic crosses. The C57BL/6, IFN-γ<sup>-/-</sup>, TNFR<sup>-/-</sup>, IFNABR and 129S6 were originally obtained from Jackson Labs. All mouse lineages mentioned above were bred and maintained in microisolators at Fiocruz-Minas and UMMS on a 12h dark/light cycle, temperature range was 68°F - 79°F and humidity between 30-70%. Female and male mice between 6 to 10 weeks old were used in all experiments.

## Wild animals

The study did not involve wild animals.

## Field-collected samples

The study did not include samples collected from the field.

## Ethics oversight

Experiments with mice were conducted according to institutional guidelines for animal ethics and approved by the institutional ethic committees from Oswaldo Cruz Foundation (Fiocruz-Minas, CEUA/LW15/14 and LW16/18) and UMMS (IACUC/A-2371-15), respectively.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

As approved in our ethical committees the patients were older than 16 years of age and no older than 60 years. We used both male and female. In Brazil there is a great diversity in genetic origin, reflecting the make-up of our work place, and includes African Americans, Asians, South American Indians, Mestizos and Caucasians of European origin.

## Recruitment

A total of 9 *P. vivax*-infected and 6 *P. falciparum*-infected patients with uncomplicated malaria were enrolled in this study at Centro de Pesquisa de Medicina Tropical de Rondonia (CEPEM) in Porto Velho, Rondonia, a malaria endemic area in the Amazon region of Brazil. According to the World Health Organization, uncomplicated malaria is a symptomatic infection with malaria parasitemia without signs of severity and/or evidence of vital organ dysfunction. Healthy donors volunteers (n=8) from Porto Velho or Belo Horizonte were used as negative controls. All volunteers were randomly recruited so that any biased results were minimized.

## Ethics oversight

The Ethical Committee on Human Experimentation from Centro de Pesquisas em Medicina Tropical (CEP-CEPEM 096/2009), the Brazilian National Ethical Committee (CONEP 15653) from Ministry of Health and the Institutional Review Board from the University of Massachusetts Medical School (UMMS, IRB-ID11116) approved the present study performed with malaria patients.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Splenocytes from uninfected and infected (day8) mice were collected. Cell suspensions were prepared by smashing the spleens through a cell strainer and treatment with a RBC lysis buffer. The total cells obtained were counted and  $2 \times 10^6$  cells were plated in RPMI+ Brefeldin (5ug/mL) with or without LPS (1ug/mL) and incubated for 2 hours. After incubation, the cells were collected and first incubated with a viability fluorescent dye (AmCyan) and then stained with a cocktail of antibodies: CD11c-Alexa fluor700, CD11b-PEcy7, MHCII-PE, F4/80-APC and pro-IL-1 $\beta$ -FITC.

For Cell Sorting experiments spleens from uninfected and PbA-infected mice, at 5 day post infection, were harvested and processed as described above. The cell suspension was then incubated with a cocktail of antibodies: Ly6G-FITC, CD11b-PE-Cy7, F4/80-PE-Cy5, CD11c-Alexa 700, MHC II-APCCy7, DCSIGN-APC e-fluor 660, CD11c-Alexa Fluor700 and acquired and sorted as Monocytes from uninfected samples: Ly6G-CD11b+F4/80+DCSIGN-MHCII-CD11c- or MODCs from infected mice: Ly6G-CD11b+F4/80+DCSIGN+MHCII+CD11c+.

#### Instrument

Flow Cytometry was performed on the LSR II (BD Biosciences) and cell sorting on the BD FACS Aria II.

#### Software

Collection of data was performed using the Digital DIVA hardware and software and analysis using FLOWJO software v.10.

#### Cell population abundance

Monocytes represents approximately 1-2% of total splenocytes and MODCs during Plasmodium infection are approximately 60% of total splenic monocytes. Dendritic cells on the other hand are approximately 5% on Plasmodium infected spleens. Purity of sorted cells was evaluated by acquisition of a fraction of the sample post-sorting and we observed purity higher than 95% in all samples.

#### Gating strategy

For pro-IL-1 $\beta$  intracellular staining cells were gated on FSC-HxFSC-A to exclude doublets, then total cells were gated according to SSC-AxFSC-A. Next dead cells were excluded according to positivity for the live/dead assay and live cells were gated as CD11b+F4/80+ (monocytes) or CD11c+MHCII+ (dendritic cells). The MFI for FITC fluorescence (pro-IL-1 $\beta$ ) was then measured to correlate with the expression level of these protein.

For cell sorting experiments: cells were gated on FSC-HxFSC-A to exclude doublets, then total cells were gated according to SSC-AxFSC-A. Next Ly6G+ cells were excluded and CD11b+F4/80+ were gated. These positive cells were gated as DCSIGNMHCII- on uninfected samples and DCSIGN+MHCII+ on infected samples. In both cases we confirmed the absence or presence of CD11c, respectively.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

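Gene expression was measured by RNA sequencing in 12 samples from C57BL/6 mice, 3 in each of 4 groups. The groups were splenic monocytes of uninfected mice, splenic MO-DCs of *PbA*-infected mice, bone marrow monocytes of uninfected mice and bone marrow inflammatory monocytes of *PbA*-infected mice, the infected groups at day 5. The paper reports on the spleen groups. The sample labels gave tissue, infection and cell type, and the number in each sample title was taken as the replicate. Titles number the uninfected samples 1 to 3 and the infected samples 4 to 6 in each tissue, so no number links an infected to an uninfected sample and no pairing was used.

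The authors trimmed the reads with Trimmomatic, aligned them to GRCm38.p5 with STAR and computed the deposited FPKM values with Cufflinks, 1 value per merged locus and sample. The deposited files hold no counts and no totals of mapped reads, so the depth of a sample, and the precision it gives, are unknown. The spread between the 3 replicates of a group is the only error used. The FPKM sums of the 12 samples ran from 509932 to 1363139.

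Whether each value belonged to the name in its row was checked with protein-coding gene types and gene coordinates from GENCODE vM21. In spleen, the values after row 15779 sat 1 row above their names, and a second set of results was computed with the names moved accordingly. In bone marrow, the names of all 56359 rows also occur in the spleen list with the same gene and locus, but the values did not follow them. Over rows of the same printed name, uninfected bone marrow and uninfected spleen had a Spearman correlation of 0.018 across genes. It was 0.863 between the spleen groups and 0.891 between the bone marrow groups, where both groups share their rows. The spleen names were not moved for the first value, and their displacement alone could lower it. Without use of the spleen, 80 ribosomal protein genes in bone marrow had a median of 0.0186 FPKM in their own rows and 0.00209 FPKM in the row above. No bone marrow gene is therefore named. The planned test of a different infection effect in the 2 tissues, the planned fit of all 12 samples together and the sum over gene symbols in bone marrow need shared row names and were not run.

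Rows with a mean of at least 1 FPKM over the 6 samples of a tissue were fitted with limma 3.58.1 (lmFit, then eBayes with an intensity trend) in R 4.3.3 on log2(FPKM + 1), infected against uninfected, separately in each tissue. P values were adjusted by Benjamini-Hochberg. A row was past the threshold with an adjusted p under 0.05 and a change of at least 1.5-fold. This replaced the differential analysis of Cufflinks, which works on read alignments. For single genes a two-sided exact permutation test was added. The procedure was tested on simulated data, 5 sets of 10468 rows with 200 changed rows each and 3 samples per group. It recovered 71% of rows changed by 1 and 93.8% of rows changed by 2 on the log2 scale, with 9.6 false calls per set on average. The changed rows were drawn only from rows well above the FPKM minimum, so recovery near that minimum was not tested. A far larger share of rows was past the threshold in the spleen data, so the false calls need not carry over. IPA was not used here.

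The rule for the genes to be named, fixed in advance, was every gene labelled in Fig. 5b and Fig. 5c, the genes of the sorting markers, the marker lists as lists, and the 5 largest rises and 5 largest falls past the threshold among rows whose groups do not overlap. A second list of 5 rises and 5 falls, without rows listed at 0 in any sample, was added after seeing the data, and so were the genes that mark the displaced rows. Some genes of Fig. 5b and Fig. 5c enter the counts but are not reported here singly. Marker lists of at least 4 genes with a value, 14 in all, were compared with 10000 random lists matched on mean FPKM in 20 bins. Alternatives covered the pseudocount (0.1), the FPKM minimum (none or 5), rescaling of each sample to a common sum, quantile normalization, eBayes without the trend, sample weights, summing over gene symbols, the minimum change (none or 2-fold) and leaving out each sample. Names moved by 1 row, rows listed at 0 left out, and MO-DC replicates 5 and 6 averaged into 1 sample were added after seeing the data. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.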

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

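The check of the names in bone marrow was chosen only after the result was seen. The bone marrow samples are data the paper does not report on, and they carried a difference between infected and uninfected mice. Of the 11730 rows tested, 1103 were higher and 1276 were lower in inflammatory monocytes of *PbA*-infected mice than in monocytes of uninfected mice, together 20.3%. In all 2379 rows the 3 values of one group lay above the 3 of the other, which the threshold favours. The median log2 change of the rows tested was 0.08.

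The genes behind these rows cannot be given. Uninfected bone marrow and uninfected spleen had a Spearman correlation of 0.018 over rows of the same name, across genes. The spleen names were taken as printed there, so their displacement alone could lower that value. In bone marrow itself, 80 ribosomal protein genes had a median of 0.0186 FPKM in the rows that carry their names. Which cells or pathways the rows belong to was therefore not tested. Grouping by chance was tested with other splits of the samples: 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many rows past the threshold, and the other 9 gave 0, with 42 to 720 rows at an unadjusted p under 0.05 from limma against 5412 in the real split. With 10 splits the share cannot be under 0.1, so a grouping by chance cannot be ruled out by this count. The counts depended on how the samples were scaled, and the corrections did not move them the same way. Rescaling each sample to a common sum left 476 rows higher and 465 lower, and quantile normalization gave 742 higher and 1390 lower. The rescaling moved the median log2 change to 0.13 and quantile normalization moved it to -0.004. The 10 highest rows held 50.9% of the FPKM sum in uninfected replicate 1, and between 15.5% and 30.1% in the other 5 samples. Without that replicate 1668 rows were higher and 1654 lower. The sorted cell type changed together with infection, so the effect of infection on one cell type cannot be told apart from a difference between monocytes and inflammatory monocytes. Whether the change differs from that in spleen was not tested.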

How the results depend on the processing

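The results, the threshold and the alternatives were chosen before the data were examined, except for the names moved by 1 row, the leaving out of rows listed at 0 and the averaging of MO-DC replicates 5 and 6, which were chosen after seeing the data. For the other genes of Fig. 5b and Fig. 5c, the sorting markers and the largest changes, 72 in all and read with the names moved, 1061 comparisons with an alternative were made. The direction and the side of the threshold stayed the same in 1034, while 22 were weaker, 1 was stronger and 4 reversed. For each value that changed, the cause was not tested unless stated.

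Casp8 stayed past the threshold in every alternative run for it, the averaging of MO-DC replicates 5 and 6 (1.46) included, with log2 changes from 1.10 to 1.61. Casp1 and Casp4, read from the row that prints their names, kept 1.50 but left the test with a mean of at least 5 FPKM. After the names were moved, they stayed past the threshold in every alternative run for them, from 1.58 to 2.19. Tnf as printed (0.96) fell short of the FPKM minimum. It passed the threshold without the filter at the same 0.96 (adjusted p = 0.000946 from limma) and, with the names moved, at 2.66 (7.49e-05), where every alternative run for it kept it past the threshold. Il1b went from 0.10, not tested, to 1.63 past the threshold with the names moved. From there it lost the threshold with quantile normalization (1.17) and with MO-DC replicates 5 and 6 averaged (1.38, adjusted p = 0.0597 from limma). The 6 fits that each left out 1 sample gave Il1b from 1.34 to 2.12, and 2 of them kept it past the threshold. Moving the names took the Fig. 5b genes past the threshold from 13 to 35 and the Fig. 5c genes past it in the direction shown from 4 to 14. With a mean of at least 5 FPKM and the printed names, 2 Fig. 5c genes remained.

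In spleen, 2132 rows were higher in MO-DCs after rescaling each sample to a common sum and 2008 with a change of at least 2-fold, against 3316. Lower rows numbered 1488 with a mean of at least 5 FPKM, against 2413. Fits without 1 sample gave 3200 to 3347 higher and 2228 to 2436 lower rows. In bone marrow, 476 rows were higher and 465 lower after rescaling, 580 and 780 with a change of at least 2-fold, and 1767 were higher with no minimum change. With a mean of at least 5 FPKM, 790 were lower. Fits that each left out 1 bone marrow sample ranged from 311 to 1668 higher and from 271 to 1654 lower rows.

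The median log2 change of the spleen rows tested was 0.14, moving to 0.20 with rescaling and 0.04 with quantile normalization. Adgre1, the gene of F4/80, was at 0.05 and reversed to -0.46 with quantile normalization and to -0.13, -0.03 and -0.05 without monocyte replicate 2, monocyte replicate 3 and MO-DC replicate 4. The 6 fits that each left out 1 sample gave Adgre1 from -0.13 to 0.30, and it was past the threshold in none of them. The depth is unknown, so what it limits could not be worked out. No paired analysis was possible because the sample numbers of infected and uninfected mice are not shared within a tissue and the rows of the 2 tissues do not hold the same genes. For the latter reason the fit of all 12 samples, the test of a difference between tissues with its replicate block, and the sum over gene symbols in bone marrow were not run. The sample weights stopped before full convergence in a fit.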

Differences from the paper's values

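The paper states no number for a measure computed here. Its figures show directions and calls, and some of them differ from the values read beside the printed names. Fig. 5c shows Nod1 higher in MO-DCs, and the row printed as Nod1 had a log2 change of -0.40. It shows Dffb lower, and its row had 0.01. Nod2, Casp12 and Casp2 were listed at 0 in all 6 samples. In all, 8 of the 15 genes had the direction shown. Fig. 5b labels 35 genes as differentially expressed, and 13 were past the threshold, with Il1b at a log2 change of 0.10. None of the alternatives set before the data were examined brought these counts to those of the figures. With the names moved by 1 row, an alternative chosen after seeing the values, all 35 genes of Fig. 5b were past the threshold and all 15 genes of Fig. 5c had the direction shown.

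The heatmap gives Casp2 in 2 rows, whereas the files print its name in 1 row.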

Other observations

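The tests of the names in spleen, of the rows listed at 0 and of MO-DC replicates 5 and 6 were chosen only after the results were seen. In spleen, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many rows past the threshold, and the other splits gave 0 to 2. At an unadjusted p under 0.05 from limma, the other splits had 23 to 188 rows and the real one 7763. Since 10 splits cannot give a share under 0.1, a grouping by chance cannot be excluded by this count.

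In spleen, a candidate explanation for low values beside known highly expressed names is that the values sit 1 row above their names from one point of the table on, row 15779. If so, ribosomal protein genes beyond that point should be higher in the row above, and 60 of 61 were, while 18 of 19 before it were higher in their own row. No biological explanation was tested for this pattern. Where the displacement arose is not known.

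B2m, Actb, Ftl1 and Ifitm3 are among 61 rows that had at least 10 FPKM in uninfected monocytes and were listed at 0 in all 3 MO-DC samples. A candidate explanation is that the estimate failed at highly expressed loci. The share of rows listed at 0 in MO-DCs was 0.61% at 10 to 100 FPKM in uninfected monocytes, 3.55% at 100 to 1000 FPKM and 7.07% at 1000 FPKM or more. It was also 2.93% at 1 to 10 FPKM. Of rows ranked by their FPKM in MO-DCs, the share listed at 0 in all uninfected samples was 1.55%, 0.45%, 0.39% and 3.90% in the same 4 ranges from low to high, so it did not rise at 100 to 1000 FPKM, and the top range held 3 such rows of 77. The 61 rows lay in 33 loci, and of 42 other rows at these loci with at least 1 FPKM in monocytes, 22 (52.4%) were listed at 0 as well, against 2.01% of all such rows. The MO-DC shares and the loci are consistent with that explanation, the uninfected samples give less for it, and a real loss of these transcripts was not tested by other means. Cd74 and Ly6c2, at 353 and 542 FPKM in monocytes, were also listed at 0 in all MO-DC samples.

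Lists of marker genes were used to ask whether other cells contributed to the sorted samples, with the names moved by 1 row. All 6 eosinophil genes were lower in MO-DCs, with a median log2 change of -4.915 against -0.622 to 1.034 in the middle 95% of random lists matched on FPKM. The median was -5.298 with rescaling and -5.027 with quantile normalization. Eosinophils among the sorted uninfected monocytes are a candidate source of part of the falls. Within the uninfected monocytes the list had a median of 66.3, 20.7 and 28.5 FPKM in replicates 1, 2 and 3, and all 6 genes were highest in replicate 1, a comparison made after the values were seen. A loss of these transcripts as monocytes become MO-DCs would not give that variation among uninfected samples, though it could add to the falls. All 7 neutrophil genes were lower in MO-DCs too, with a median of -3.281. Among the uninfected monocytes their median FPKM was highest in replicate 3 (44.0, 41.6 and 127 FPKM in replicates 1, 2 and 3). Of this list, Retnlg was highest in replicate 1 and Cxcr2 in replicate 2, and the other genes in replicate 3. A peak in another replicate than the eosinophil genes does not decide whether neutrophils contributed. Red pulp macrophages among the uninfected monocytes were tested as another source of falls. Hmox1 of their list was listed at 0 in all MO-DC samples, but the list rose, with a median of 6.127 and 9 of 10 genes higher. This goes against that source, and it leaves open whether MO-DCs express these genes or were sorted together with macrophages. B cell genes had a median log2 change of 0.427, above the middle 95% of random lists (-0.547 to 0.348), with medians of 0.547 and 0.535 under rescaling and quantile normalization. Relative to the median of all rows tested, the B cell list was 0.288 higher. Of its 7 genes 6 were higher and 1 was lower. The median FPKM of the B cell genes was 0.614 to 2.60 in MO-DCs and 0.029 to 0.088 in monocytes, so a small share of B cells in the MO-DC samples may contribute, although 1 gene of the list goes the other way. Erythroid genes also lay above their range (median 0.651 against -0.563 to 0.229, 7 of 7 higher), with 0.661 to 0.860 FPKM in MO-DCs, and plasmacytoid dendritic cell genes did so narrowly (0.241 against at most 0.223). In all, 9 of the 14 lists lay outside the middle 95% of their random lists, so a list outside its range is common in this comparison. T cell genes, with a median of 0.112, lay within the range of random lists (-0.537 to 0.310), although all 6 were higher in MO-DCs. Their median FPKM was 0.245 to 0.721 in MO-DCs and 0.178 to 0.328 in monocytes, so this list does not settle whether T cells contributed. The interferon response list had a median of 5.244, and 13 of its 14 genes were higher in MO-DCs. The other gene, Irf7, was listed at 0 in all MO-DC samples.

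The genes of the sorting markers did not all follow the sorting, again with the names moved. H2-Aa, H2-Ab1 and H2-Eb1 had log2 changes of 5.09, 5.20 and 5.76 and Itgax (CD11c) 1.26, all higher in the MHC II and CD11c positive MO-DCs. Cd209a, a mouse gene for DC-SIGN, had 1.70, 8.96 and 5.93 FPKM in the monocytes and 0.0189, 0.0454 and 0.502 FPKM in the MO-DCs, a log2 change of -2.29, although the MO-DCs were sorted for that protein. RNA and protein were not compared in the same samples.

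The labels give female mice. A sample of the other sex was tested for by Xist, which had between 20.32 and 46.52 FPKM in the 6 spleen samples, while none of 4 Y-linked genes exceeded 0.002 FPKM. MO-DC replicate 6 had the highest Xist value, and the other 5 samples lay between 20.3 and 26.5 FPKM. No sample had the pattern of the other sex.

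MO-DC replicates 5 and 6 differed less than any other pair. The spread of their log2 ratio was measured by a robust SD, the scaled median absolute deviation. Rows that differ most have little weight in it. It was 0.109 at 5 to 20 FPKM, 0.083 at 20 to 60 FPKM, 0.078 at 60 to 200 FPKM and 0.081 at 200 to 2000 FPKM. For replicates 4 and 5 it was 0.382, 0.343, 0.326 and 0.323. If replicates 5 and 6 were 1 library deposited as 2 samples, the spread should go on shrinking as FPKM rises. It shrank from the lowest range to the next and then stayed level. This goes against sampling noise as the only difference between them, but it does not show that they are separate libraries, and they were kept as 2 samples. Whether they share a sorting or library batch was not tested.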
